# Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine

**DOI:** 10.1158/2767-9764.CRC-24-0403

**Published:** 2025-03-05

**Authors:** Megumi Kuronishi, Yoichi Ozawa, Takayuki Kimura, Shuyu Dan Li, Yu Kato

## Abstract

Combination therapy with antiangiogenic drugs and immune checkpoint inhibitors has shown enhanced clinical activity and has been approved for the treatment of multiple tumor types. Despite extensive research, predictive biomarkers for combination therapy remain poorly understood. Microvessel density (MVD), a surrogate marker for aberrant angiogenesis measured by IHC, has been associated with response to monotherapy with antiangiogenic inhibitors. However, obtaining tumor tissue with a sufficient mass for IHC analysis is not always practical, and IHC-based MVD measurements are unavailable in large public datasets. In this study, we developed an MVD gene score based on RNA sequencing data that reflects MVD by using RNA sequencing and MVD measured by IHC in 12 mouse syngeneic tumor models. We explored the relationship between the MVD gene score and a gene signature, predicting the response to anti–PD-1 therapy in mouse and human tumor datasets. The MVD gene score correlated with the antitumor activity of lenvatinib, a multiple tyrosine kinase inhibitor mainly targeting VEGFRs and FGFRs, in mouse tumor models, and MVD measured by IHC in commercially available human formalin-fixed, paraffin-embedded tumor samples. Tumor types in The Cancer Genome Atlas were classified into four subgroups based on the MVD gene score and T cell–inflamed gene expression profile, which were correlated with clinical indications for treatment. In conclusion, the newly developed MVD gene score enables the estimation of MVD in large public datasets in which IHC data are unavailable and has potential clinical utility together with the T cell–inflamed gene expression profile to characterize tumors of patients for precision medicine.

**Significance:**

A novel gene signature for MVD was developed. This MVD gene score enables the estimation of MVD, reflecting the sensitivity to antiangiogenic inhibitors, in transcriptomic datasets. We demonstrated the utility of the MVD gene score together with a T cell–inflamed gene signature for potential future use as a clinical biomarker.

## Introduction

The tumor microenvironment (TME) is composed of cancer cells and other surrounding nonmalignant cells, including tumor endothelial cells (EC), immune cells, cancer-associated fibroblasts, and the extracellular matrix, which collectively play critical roles in the pathogenesis of cancer (1). In addition to cancer cell–intrinsic factors, many TME-related factors, such as tumor vasculature and antitumor immunity, are associated with sensitivity and resistance to cancer therapies (1).

Aberrant angiogenesis is a hallmark of cancer in which the VEGF signaling pathway plays an essential role (2). VEGF signaling also contributes to an immunosuppressive TME, making antiangiogenic inhibitors successful combination partners with immune checkpoint inhibitors (ICI) in some indications, including renal cell, hepatocellular, and endometrial carcinomas (3–6). Lenvatinib (LEN) is a multitargeted receptor tyrosine kinase inhibitor mainly targeting VEGFRs 1 to 3 and FGFRs 1 to 4 (7–9). Preclinical studies have shown that LEN exerts antitumor effects by inhibiting aberrant tumor angiogenesis and immunomodulatory activity (8–11). Combination treatment with anti–PD-1 shows enhanced antitumor efficacy, and LEN in combination with pembrolizumab has been approved for the treatment of advanced renal cell (4) and endometrial carcinomas (6).

Despite extensive research, predictive biomarkers for ICIs plus angiogenic inhibitors remain incompletely elucidated. Microvessel density (MVD), a surrogate marker of aberrant angiogenesis measured by IHC, has been associated with the response to antiangiogenic inhibitors, including LEN (9, 12–14). Additionally, T cell–inflamed, immune “hot” tumors have been associated with greater response to ICIs, and gene signatures surrogating preexisting adaptive intratumor immunity such as T cell–inflamed gene expression profile (Tcell_inf_GEP) have been developed to predict the response to anti–PD-1 therapies including pembrolizumab (15–17).

Based on previous findings, we hypothesized that MVD and Tcell_inf_GEP are also associated with the response to combination treatment. However, testing this hypothesis has been difficult because of lack of broad availability of IHC-based MVD data. Obtaining tumor tissue with a sufficient mass for IHC analysis is not always practical, and gene signatures are complementarily used as surrogate markers of pathway activity and certain phenotypes. In addition, large public cancer datasets such as The Cancer Genome Atlas (TCGA; ref. 18) allow us to explore the relationship between gene signatures across various tumor types. Previously developed angiogenesis- and EC-related gene signatures contain genes that were highly expressed in ECs compared with other cell types (19, 20), downregulated by anti-VEGF therapies (21, 22), and co-expressed with well-known EC marker genes or angiogenesis-related genes (16, 23–25). However, gene signatures developed to reflect MVD from bulk RNA sequencing (RNA-seq) of tumor samples have been unavailable so far.

In this study, we evaluated the correlation between MVD measured by IHC [MVD(IHC)] and the antitumor activity of LEN in 12 mouse syngeneic tumor models. Next, we developed an MVD gene score based on single-cell RNA-seq (scRNA-seq) data and paired bulk RNA-seq and MVD(IHC) from mouse tumor models. We validated the correlation between MVD gene score and MVD(IHC) in bulk RNA-seq and MVD(IHC) data from human tumor samples, enabling the estimation of MVD(IHC) in external datasets in which IHC data are unavailable. We then assessed the baseline characteristics of 12 mouse syngeneic models in terms of MVD(IHC) and Tcell_inf_GEP, potential predictive biomarkers of antiangiogenic inhibitors and ICIs, and grouped them into subgroups defined by the two TME-related biomarkers. We also explored the relationship between these gene signatures in a large human tumor dataset (TCGA). We further conducted *in vivo* drug efficacy and RNA-seq experiments in 12 mouse syngeneic tumor models to assess the relationship between tumor subgroups and the efficacy of LEN, anti–PD-1, and combination therapy.

## Materials and Methods

### Mouse tumor cell lines and animals

The sources of cancer cells and mice used in this study are summarized in Supplementary Table S1. For the RAG model, we used *in vivo* adapted RAG cells, as previously described (26).

### Human tumor tissue samples

Commercially available formalin-fixed, paraffin-embedded (FFPE) human tumor tissue samples from patients who provided written informed consent were obtained by vendors. These samples were purchased and used in this study. The experiments using human samples were conducted in accordance with the Declaration of Helsinki and Ethical Guidelines for Medical and Biological Research Involving Human Subjects in Japan and approved by the Research Ethics Committee of Eisai Co., Ltd. The tumor types and number of samples used in this study are summarized in Supplementary Table S2.

### Antitumor activity, tumor sampling, and calculation of Δ*T*/*C*

Cancer cells were subcutaneously implanted into the right flank of 7-week-old mice. When the tumors reached a size of approximately 100 mm^3^, the mice were randomized into treatment groups [no treatment (NT), LEN, anti–PD-1, and LEN plus anti–PD-1; 8 mice per group], and LEN (dissolved in 3 mmol/L HCl, 10 mg/kg) was administered daily by oral gavage. Anti–PD-1 (200 μg/head) was intraperitoneally administered twice weekly. Tumor volume (TV) was calculated using the formula TV (mm^3^) = 0.5 × length (mm) × width^2^ (mm^2^). TV was monitored up to 2,000 mm^3^, and mice were sacrificed when TV was >2,000 mm^3^ as a humane endpoint. No severe loss in body weight was observed (Supplementary Fig. S5). The day on which treatment was initiated was designated as day 1. For RNA-seq and IHC analyses, tumor sampling was conducted when the TVs reached approximately 100 mm^3^ for the treatment-naïve tumors and on day 8 for the comparison of the NT and LEN-treated groups.

The values of antitumor activity (Δ*T*/*C*) were calculated using the formula Δ*T*/Δ*C* × 100, in which Δ*T* and Δ*C* are the changes in the mean TVs for drug-treated and untreated control groups, respectively. When the TVs decreased from the initial TVs, Δ*T*/*C* values were calculated as (*T*_*t*_ − *T*_1_)/*T*_1_ × 100, in which *T*_*t*_ and *T*_1_ are the mean TVs of the drug-treated group on day *t* after the start of treatment and day 1, respectively. All animal experiments were performed in accordance with guidelines approved by the Institutional Animal Care and Use Committee of Eisai Co., Ltd.

### RNA-seq

RNA-seq of mouse and human tumor tissues was performed using the NovaSeq 6000 and NextSeq 550 platforms (Illumina). Sequencing reads were subjected to quality assessment using FastQC v0.11.5 (RRID: SCR_014583). Illumina adapter sequences and low-quality bases were trimmed using Trimmomatic software v0.36 (RRID: SCR_011848). Filtered reads were mapped to the mouse or human genome (GRCh38, mm10, and Ensembl 88) using STAR v2.5.2b (RRID: SCR_004463). Gene expression levels were estimated in transcripts per million for all samples using RSEM v1.2.31 (RRID: SCR_000262). Samples that did not pass quality control were excluded from the analysis.

### MVD(IHC) calculation

Using the same samples as those used for RNA-seq, CD31 in frozen mouse tumor tissues and CD34 in human FFPE tumor tissues were stained with anti–mouse CD31 (clone SZ31, Dianova) or anti–human CD34 (clone QBEnd/10, Leica Biosystems) antibodies, respectively. When human tumor samples were stained with the anti-CD31 antibody, both microvessels and lymphocytes were found to be significantly stained. Therefore, we used an anti–human CD34 antibody to detect microvessels in human tumor samples based on (27). The whole tumor area of the stained samples was scanned using NanoZoomer S60 (Hamamatsu Photonics), and MVD(IHC) was calculated by dividing the number of CD31- or CD34-positive blood vessels by the tumor area.

### Gene selection

Hepa 1-6 tumor samples from six different mice were collected for the scRNA-seq experiment at the timepoint when the antitumor effect of LEN is distinctly observed, specifically on day 15 of antitumor efficacy studies, which corresponds to day 25 after tumor inoculation. The mean TV and SD were 559 and 309 mm^3^, respectively. Tumor samples were pooled and dissociated with a Tumor Dissociation Kit and a gentleMACS Dissociator (Miltenyi Biotec), and scRNA-seq was conducted for the tumor cells dissociated using a Chromium Controller (10× Genomics). After filtering low-quality cells, 5,537 cells were used for the analysis. Fourteen cell clusters were classified based on their expression profiles by graph-based clustering using the Loupe Browser v.6.1.0 (10× Genomics, RRID: SCR_018555) and annotated based on the expression of known cell marker genes from previous studies (10, 28–30). Genes that were more highly expressed in the EC cluster than in the other clusters (adjusted *P* < 0.05 and log_2_ fold change >1 by the Loupe Browser’s globally distinguishing feature comparison with the Benjamini–Hochberg procedure) were selected as candidate genes for the MVD gene score. Pearson correlation coefficients between MVD(IHC) and logarithm-transformed expression values of the EC-related genes in treatment-naïve tumors of 12 mouse syngeneic tumor models were computed. The top 20 correlated genes and well-known angiogenic markers were further selected based on known associations with vasculature in the literature and their specificity of expression in EC in scRNA-seq data from the Hepa 1-6 tumor model. Using the Loupe Browser, we confirmed that the six selected genes were predominantly expressed in the EC cluster of the scRNA-seq data from the Hepa 1-6 tumor model (Supplementary Fig. S2C). The MVD gene score was calculated as the average of logarithm-transformed gene expression values.

### TCGA dataset

Gene expression data were downloaded from cBioPortal (31, 32). Cell-type deconvolution data were downloaded from Data4Cure (https://www.data4cure.com/).

### Statistical analysis

Statistical analyses were performed using Python v3.9.6 (RRID: SCR_008394) or GraphPad Prism v9.0.2 (RRID: SCR_002798). The Pearson correlation coefficient was used to compute the correlation between the MVD gene score and MVD(IHC). A Welch *t* test was used for two-group comparisons. *P* values less than 0.05 were considered significant. The Benjamini–Hochberg procedure was used for multiple testing corrections.

### Data availability

The mouse sequence data generated in this study are publicly available in the Gene Expression Omnibus (RRID: SCR_005012) under accession number GSE281579. TCGA data analyzed in this study were obtained from cBioPortal. The human sequence data generated in this study are not publicly available because of patient privacy requirements but are available upon reasonable request to the corresponding author.

## Results

### Relationship between the antitumor activity of LEN and MVD in 12 mouse syngeneic tumor models

To assess the association between the antitumor activity of LEN and MVD(IHC) in different tumor models, we first evaluated *in vivo* antitumor activity of LEN in 12 mouse syngeneic tumor models (Supplementary Table S1).

Cancer cells were subcutaneously transplanted into mice, and treatment with LEN (10 mg/kg, once daily) was initiated when the TVs reached approximately 100 mm^3^. LEN monotherapy showed varying antitumor activities in the models, ranging from tumor reduction to a slight inhibition of tumor growth (Fig. 1A; Supplementary Fig. S1A). Next, to test the association between MVD(IHC) and sensitivity to LEN, MVD(IHC) was measured by IHC staining of blood vessels with anti-CD31 antibodies in treatment-naïve tumors (*n* = 5 for each tumor model, Supplementary Fig. S1B). Figure 1B shows representative images of CD31 staining from a different experiment. Twelve models were classified as MVD(IHC)-high or MVD(IHC)-low by top quartile of mean MVD(IHC) values of each tumor model, and LEN showed stronger antitumor activity measured as Δ*T*/*C* at day 15 in tumor models with higher MVD(IHC) values (*P* = 0.038, Welch *t* test; Fig. 1C). These results suggest that a high MVD(IHC) indicates the sensitivity of tumor models to LEN, although LEN exerts antitumor activity in various tumor models.

**Figure 1:**
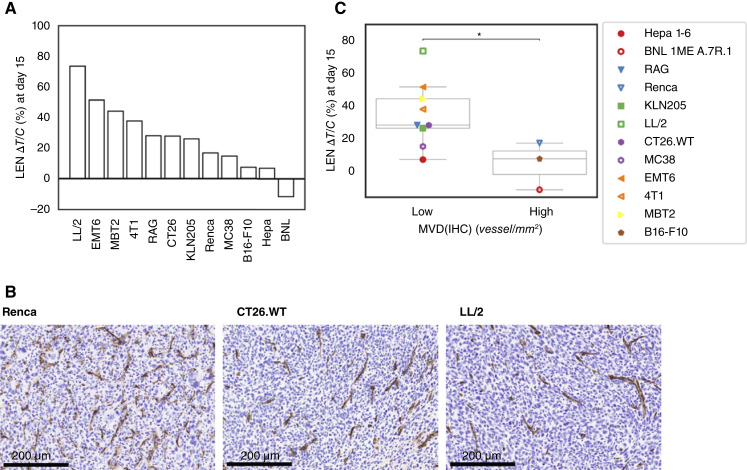
Antitumor activity of LEN in 12 mouse syngeneic tumor models and relationship with MVD(IHC). **A,** Antitumor activities of LEN are shown as Δ*T*/*C* values at day 15. Smaller Δ*T*/*C* values indicate a greater tumor growth inhibition and hence greater antitumor activities of LEN. **B,** IHC images of CD31 expression in representative models. **C,** Relationship between LEN Δ*T*/*C* at day 15 and MVD(IHC) of treatment-naïve tumor samples. Twelve models were classified as MVD(IHC)-high or MVD(IHC)-low by top quartile of mean MVD(IHC) values of each tumor model (*n* = 5). * indicates *P* < 0.05 by Welch *t*-test. Tumor models of the same tumor type were shown in the same color: red, HCC; blue, renal cell carcinoma; green, lung cancer; purple, colorectal cancer; orange, breast cancer; yellow, bladder cancer; brown: melanoma. BNL, BNL 1ME A.7R.1; CT26, CT26.WT; Hepa, Hepa 1-6.

### Novel gene expression signature that correlates with MVD(IHC)

We further developed a gene signature based on RNA-seq data (MVD gene score) that correlates with MVD(IHC), enabling the estimation of MVD in external datasets in which IHC data are unavailable. To define this gene signature, we selected genes in a stepwise manner. First, we performed scRNA-seq of the Hepa 1-6 model to identify genes highly expressed in tumor-associated ECs (Supplementary Figs. S2A and S2B). LEN has been approved for the treatment of patients with hepatocellular carcinoma (33). Hepa 1-6, a mouse tumor model of hepatocellular carcinoma, is sensitive to LEN monotherapy and combination therapy with anti–PD-1 (10). Therefore, we utilized Hepa 1-6 as a tumor model for scRNA-seq analysis. Subsequently, we expanded the analysis to a panel of 12 syngeneic tumor models including Hepa 1-6. A total of 365 genes that showed higher expression in the EC cluster than in the other clusters (adjusted *P* < 0.05 and log_2_ fold change >1) were then selected as EC-related genes (Supplementary Table S3). 

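The 12 models are mouse cancer cell lines transplanted under the skin of mice. They comprise hepatocellular carcinoma (BNL 1ME A.7R.1 and Hepa 1-6), renal cell carcinoma (Renca and RAG), lung cancer (LL/2 and KLN205), colorectal cancer (CT26.WT and MC38), breast cancer (4T1 and EMT6), bladder cancer (MBT2) and melanoma (B16-F10). The deposited data cover 35 tumors collected without treatment, with 3 tumors per model except for MC38, which has 2. After depletion of ribosomal RNA and sequencing, the authors mapped the reads with STAR, estimated expression with RSEM and deposited the expression of 50686 genes as TPM, which is scaled to the same total in every tumor. TPM keeps no sequencing depth, so the depth behind each value is unknown. Expression was analyzed as log2(TPM + 1), and the value of a model is the mean over its tumors. Protein-coding genes took between 37.1% and 60.5% of the TPM of a treatment-naive tumor, with a median of 49.6%. As a check of the labels, log2(TPM + 1) of 13268 protein-coding genes was correlated between all 107 mouse tumors of the study, and the most similar tumor came from the same model for each of the 107. It came from the same model and the same group (treatment-naive, NT or LEN) for 100 of them, so the check bears mainly on the model label. MVD(IHC), the number of CD31-positive blood vessels per tumor area, was used as the mean of each model read by eye from Supplementary Fig. S1B. The paper names 2 sequencing platforms, and its text does not say which tumors were run on which, so no relation was recomputed within a platform.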

RNA-seq experiments were performed using treatment-naïve tumors from 12 mouse syngeneic tumor models, each approximately 100 mm^3^ in size, to evaluate the baseline characteristics of the tumors in terms of MVD. 

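Of the 365 EC-related genes that the paper lists in Supplementary Table S3, 364 have a value in the TPM table. Over the 12 models, Pearson's r between the mean log2(TPM + 1) of a gene and the mean MVD(IHC) was positive for 241 of the 364 genes. In two-sided permutation tests with 100000 resamples, 26 genes had an unadjusted p under 0.05, of which 23 had a positive r and 3 a negative r. After Benjamini-Hochberg adjustment over the 364 genes, 0 genes had an adjusted p under 0.05. At a pseudocount of 0.1 in place of 1, 1 gene did. That gene, Mctp1, was picked out after its values were seen, and it had the lowest r of the list, -0.873 (permutation p = 0.00016, adjusted p = 0.0582 at a pseudocount of 1). The rho of Mctp1 was -0.860 (permutation p = 0.00057), and its r without BNL 1ME A.7R.1 and Renca was -0.910 (permutation p = 0.00053).

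Eng had the highest r, 0.820 (permutation p = 0.00096, adjusted p = 0.175), and a Spearman's rho of 0.727 (permutation p = 0.0094). Plxnd1 followed with an r of 0.800 (permutation p = 0.00243, adjusted p = 0.295) and a rho of 0.503 (permutation p = 0.0990). The gene at rank 20 was Rftn2, with an r of 0.590 (permutation p = 0.0419, adjusted p = 0.614) and a rho of 0.406 (permutation p = 0.195). Between Plxnd1 and Rftn2 stood Arhgap29, Cxx1a, Nox4, Jam2, Klhl4, Sparcl1, Pcdh12, Lama4, Cxx1b, Gmpr, Kctd12b, Dchs1, Mef2c, Ppp1r13b, Fbln5, Ramp2 and Meox1, in order of falling r. Over these 20 genes rho ranged from 0.392 to 0.727, with a permutation p under 0.05 for 10 genes. BNL 1ME A.7R.1 and Renca have the MVD(IHC) values farthest from the median. Without these 2 models, r of the 20 genes ranged from -0.107 to 0.791. It had a permutation p under 0.05 for 7 genes and not for the other 13. Of these 13 genes, some kept much of their r, as Mef2c with 0.622 over the 12 models and 0.602 without the 2, while that of Rftn2 and of Dchs1 (0.641 and -0.0719) was lost and rests on the 2 models.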

The top 20 genes with the highest correlation coefficients between MVD(IHC) and expression levels were selected. Among the MVD-correlated genes with known associations with the vasculature and three well-known EC markers (*Kdr*, *Cdh5*, and *Tek*; refs. 34–37), six genes were selected based on the specificity of their expression in the EC cluster in scRNA-seq data by manual inspection of t-distributed stochastic neighbor embedding plots (Supplementary Fig. S2C). These six genes (Fig. 2A) were highly expressed in the EC cluster compared with other clusters (Fig. 2B). 

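The genes of the score that came from the correlation list were Eng, Sparcl1 and Pcdh12. Sparcl1 was at rank 8 of the 364 genes with an r of 0.682 (permutation p = 0.0147, adjusted p = 0.498) and a rho of 0.434 (permutation p = 0.162). Pcdh12 was at rank 9 with an r of 0.667 (permutation p = 0.0172, adjusted p = 0.498) and a rho of 0.601 (permutation p = 0.0414). Without BNL 1ME A.7R.1 and Renca, r was 0.754 for Eng (permutation p = 0.0137), 0.582 for Sparcl1 (permutation p = 0.0923) and 0.285 for Pcdh12 (permutation p = 0.424). The EC markers stood lower in the list. Tek was at rank 49 with an r of 0.502 (permutation p = 0.0978) and a rho of 0.490 (permutation p = 0.111). Kdr was at rank 70 with an r of 0.449 (permutation p = 0.143) and a rho of 0.231 (permutation p = 0.472). Cdh5 was at rank 90 with an r of 0.400 (permutation p = 0.197) and a rho of 0.420 (permutation p = 0.178). Without the same 2 models, r was -0.0553 for Tek, -0.0947 for Kdr and -0.165 for Cdh5. Pecam1, which encodes the CD31 protein stained for MVD(IHC), was at rank 119 with an r of 0.322 (permutation p = 0.302), a rho of 0.238 (permutation p = 0.459) and an r of -0.118 without the 2 models.

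The positions of the genes are from the GENCODE M21 annotation of GRCm38, in which all 6 are protein-coding. Cdh5 (ENSMUSG00000031871) lies on chromosome 8 from 104101625 to 104144511 and has 12 exons. Eng (ENSMUSG00000026814) lies on chromosome 2 from 32646595 to 32682669 and has 15 exons. Kdr (ENSMUSG00000062960) lies on chromosome 5 from 75932827 to 75978458 and has 30 exons. Pcdh12 (ENSMUSG00000024440) lies on chromosome 18 from 38267089 to 38284402 and has 4 exons. Sparcl1 (ENSMUSG00000029309) lies on chromosome 5 from 104079111 to 104113733 and has 11 exons. Tek (ENSMUSG00000006386) lies on chromosome 4 from 94739289 to 94874976 and has 23 exons. The paper's log2 fold changes between the EC cluster and the other clusters, listed in Supplementary Table S3, are 11.65 for Cdh5, 11.55 for Kdr, 9.182 for Pcdh12, 8.315 for Tek, 7.006 for Sparcl1 and 6.284 for Eng.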

The MVD gene score was defined as the average of the expression values of the six genes on a logarithmic scale. 

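Computed from the deposited TPM as the mean of log2(TPM + 1) over the 6 genes, the MVD gene score of treatment-naive tumors was highest in BNL 1ME A.7R.1, at 4.28 ± 0.094 (SD, n = 3). Renca followed at 4.12 ± 0.19 (SD, n = 3), B16-F10 at 3.72 ± 0.022 (SD, n = 3) and EMT6 at 3.68 ± 0.43 (SD, n = 3). The score was 3.35 ± 0.022 (SD, n = 3) in 4T1, 3.07 ± 0.18 (SD, n = 3) in LL/2 and 3.01 ± 0.17 (SD, n = 3) in MBT2. It was 2.98 ± 0.36 (SD, n = 3) in KLN205 and 2.98 ± 0.34 (SD, n = 3) in Hepa 1-6. The lowest scores were 2.69 ± 0.042 (SD, n = 2) in MC38, 2.67 ± 0.13 (SD, n = 3) in CT26.WT and 2.57 ± 0.064 (SD, n = 3) in RAG. The paper's text gives neither the base of the logarithm nor a pseudocount, and base 2 with a pseudocount of 1 were used here.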

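Over the 12 models, the mean MVD gene score of treatment-naive tumors and the mean MVD(IHC) had a Pearson's r of 0.778 (permutation p = 0.00326). This was 1 of 12 relations computed across the models, and its Benjamini-Hochberg adjusted p over these was 0.0196. Spearman's rho was 0.594 (permutation p = 0.0453). Without BNL 1ME A.7R.1 and Renca, r was 0.492 (permutation p = 0.150), so a p under 0.05 rests on these 2 models, while part of r remained. With a single model left out in turn, r stayed between 0.670 and 0.835. Among other settings, rescaling TPM over the protein-coding genes moved r most, to 0.690 (permutation p = 0.0137), and this setting was chosen after seeing the data. When each MVD(IHC) reading was moved at random by up to 10 in 1000 draws, r ranged from 0.748 to 0.803.

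The mean score was 4.04 ± 0.29 (SD, n = 3 models) in the models that the paper names as MVD(IHC)-high and 3.00 ± 0.35 (SD, n = 9 models) in the others. The difference of 1.04 was the largest of the 220 ways to choose 3 of the 12 models (two-sided exact permutation test, p = 0.00455, the smallest p that 3 models against 9 allow). It stayed the largest without Cdh5, Kdr, Pcdh12 or Tek in the score. It was not the largest at a pseudocount of 0.1, with upper-quartile rescaling, with log2 of the mean TPM or without Eng (exact permutation p = 0.00909 each). Nor was it with rescaling over protein-coding genes, chosen after seeing the data, or without Sparcl1 (exact permutation p = 0.0136 each). These exact p-values also do not account for the choice of genes by MVD(IHC) in the same tumors.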

MVD(IHC) and MVD gene score were significantly correlated in treatment-naïve tumors from the 12 mouse syngeneic tumor models (Pearson correlation coefficient (*r*) = 0.77; *P* = 0.0032; Fig. 2C).

**Figure 2:**
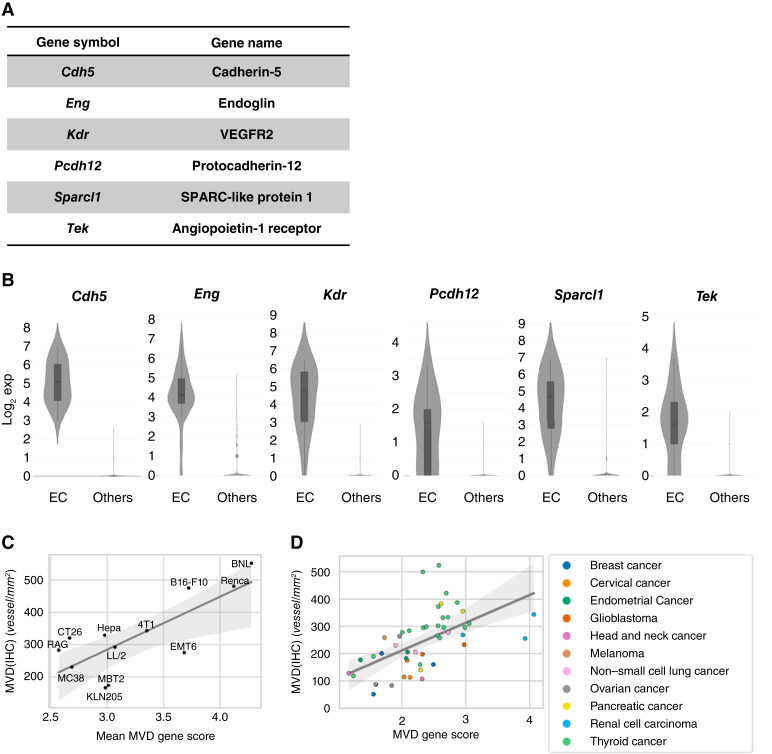
MVD gene score development in preclinical study. **A,** Six MVD-related genes. **B,** Expression levels of the six genes in the vascular endothelial cell cluster and other clusters using the scRNA-seq dataset of Hepa 1-6 tumors. **C,** Relationship between the MVD gene score and MVD(IHC) in treatment-naïve tumors of 12 mouse syngeneic tumor models. *r* = 0.77 (*P* = 0.0032) by Pearson correlation coefficient. **D,** Relationship between the MVD gene score and MVD(IHC) in human samples. *r* = 0.57 (*P* = 3.3 × 10^−5^) by Pearson correlation coefficient. MVD(IHC) and the MVD gene score computed from RNA-seq data were compared using commercially available FFPE samples of human tumors. The colors at each point represent the tumor type in the sample, as shown in the legend.

To verify that the MVD gene score also correlates with MVD(IHC) in human samples, we performed RNA-seq and blood vessel staining with the human EC marker CD34 by IHC using commercially available FFPE samples of human tumors (Supplementary Table S2) and computed the MVD gene score and MVD(IHC). The MVD gene score and MVD(IHC) showed a significant correlation in human tumor samples (Fig. 2D; *r* = 0.57; *P* = 3.3 × 10^−5^), suggesting that the MVD gene score originally developed using the mouse tumor dataset also reflects MVD(IHC) in human samples. Furthermore, to examine the difference between MVD gene score and other angiogenesis-related gene signatures used in clinical biomarker analyses (16, 22, 25), we compared the correlation coefficient of each gene signature and MVD(IHC) in commercially available human FFPE tumor samples (Supplementary Fig. S3A) and the EC score estimated by cell-type deconvolution analysis using TCGA dataset (Supplementary Fig. S3B). The MVD gene score showed a stronger correlation with MVD(IHC) and the EC score than other angiogenesis-related gene signatures, indicating that the MVD gene score reflects microvessels rather than angiogenic activity itself.

LEN reduces MVD(IHC) in tumors because of its antiangiogenic activity. 

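The day 8 data cover 36 tumors from mice treated with LEN at 10 mg/kg per day and 36 tumors from untreated (NT) mice, with 3 tumors per group in each of the 12 models. The authors processed them to TPM in the same way as the treatment-naive tumors, and their depth is likewise unknown. Same-numbered NT and LEN tumors came from different mice. Protein-coding genes took between 40.5% and 62.3% of the TPM of an NT tumor (median 51.8%) and between 27.5% and 66.6% of the TPM of a LEN tumor (median 52.6%). For each model, limma with a mean-variance trend was fitted to log2(TPM + 1) of the genes with a mean TPM of at least 1 over its NT and LEN tumors, between 15181 and 17009 genes, with the MVD gene score as an added row. The 12 p-values of the score were adjusted by the Benjamini-Hochberg method. A further limma model of all 72 tumors, with 17351 genes and 24 groups, gave the mean effect of LEN over the models and an F test of whether the effect differed between them. A fold change is on the log2(TPM + 1) scale, which understates the change of genes with low TPM. A permutation test of 3 tumors against 3 cannot give a p under 0.1, so no such test was used within a model.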

Next, we conducted RNA-seq experiments on tumors from mice treated with LEN for 1 week to examine whether the MVD gene score could reflect the decrease in blood vessels caused by LEN. When compared with the NT group, the MVD gene score decreased in 10 tumor models in the LEN-treated group (Fig. 3A, adjusted *P* < 0.05), suggesting that the MVD gene score reflects the decrease in blood vessels induced by the antiangiogenic effect of LEN treatment. 

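In limma fits of each model, the MVD gene score was lower in LEN-treated than in NT tumors with an adjusted p under 0.05 in 11 of the 12 models. The largest fall was in Renca, from 3.41 ± 0.13 (SD, n = 3) to 2.37 ± 0.13 (SD, n = 3), a log2 change of -1.05 (standard error 0.11, limma adjusted p = 0.000175). MBT2 followed, from 2.97 ± 0.37 (SD, n = 3) to 2.00 ± 0.23 (SD, n = 3), a change of -0.97 (standard error 0.22, limma adjusted p = 0.00538). The score of BNL 1ME A.7R.1 went from 4.72 ± 0.058 (SD, n = 3) to 3.86 ± 0.019 (SD, n = 3), a change of -0.86 (standard error 0.066, limma adjusted p = 5.43e-05). The changes in CT26.WT, 4T1, LL/2, KLN205, MC38, RAG and B16-F10 were -0.76, -0.71, -0.70, -0.59, -0.52, -0.49 and -0.45, with limma adjusted p-values from 0.00112 in LL/2 to 0.0159 in 4T1. 4T1 was over the threshold in 2 of the 6 fits that each left out a single tumor of 4T1 (highest limma adjusted p = 0.0621).

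EMT6 was close to the threshold, with a change of -0.54 (standard error 0.21, limma adjusted p = 0.0372). It passed the threshold in 1 of the 6 fits that each left out a single tumor of EMT6. It did not pass when genes of any TPM were fitted (limma adjusted p = 0.0559), when a mean TPM of at least 5 was required (limma adjusted p = 0.0593) or when Pcdh12 was left out of the score (limma adjusted p = 0.0594). It passed at a pseudocount of 0.1, with upper-quartile rescaling, without the mean-variance trend, without any other single gene in the score and in the fit of all 72 tumors (limma adjusted p = 0.00127). With the study's own two-group test on the score alone, adjusted over the 12 models, 10 models passed the threshold and EMT6 and Hepa 1-6 did not. Hepa 1-6 changed by -0.20 (standard error 0.18, limma adjusted p = 0.319). Averaged over the 12 models in the limma model of all 72 tumors, the score changed by -0.65 (standard error 0.044, limma p = 4.45e-20), and it was lower in 12 of 12 models (two-sided exact sign test, p = 0.000488). From the lower scores after LEN, the paper proposes that the MVD gene score reflects the loss of blood vessels under antiangiogenic treatment.

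**Figure D1:**
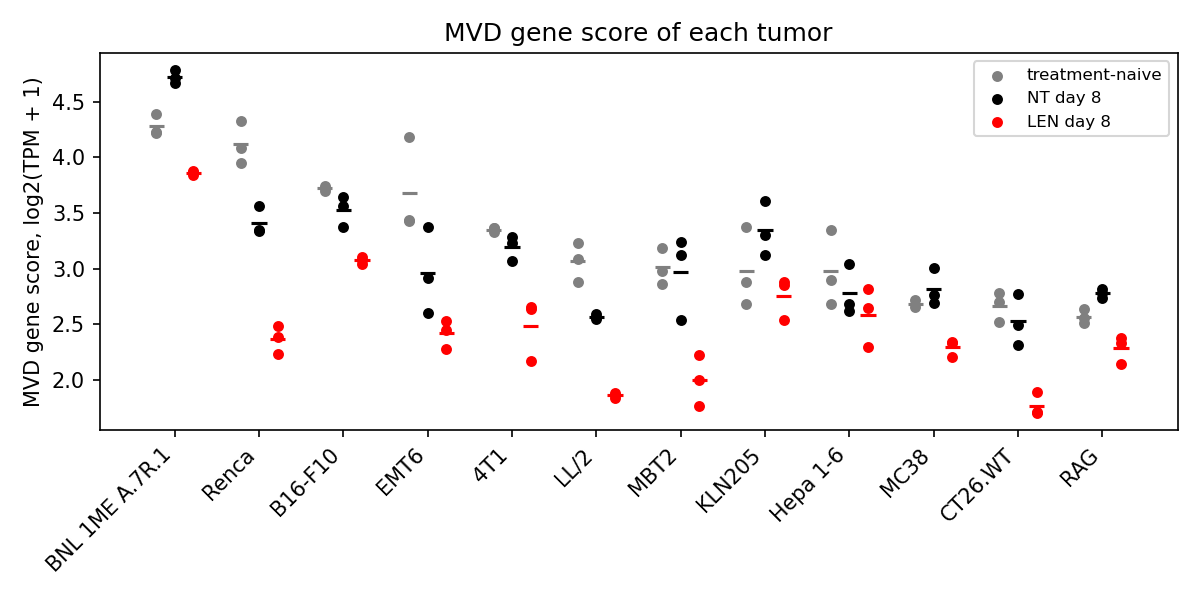
MVD gene score (log2 scale) of each treatment-naive, NT day 8 and LEN day 8 tumor in the 12 models, 1 point per tumor, with a line at the mean of each group. The LEN tumors of Renca average 2.37 against 3.41 for its NT tumors, and those of Hepa 1-6 overlap its NT tumors.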

The MVD(IHC) of the representative models also decreased in the LEN-treated groups (Fig. 3B). We also confirmed that the MVD gene score was associated with the antitumor efficacy of LEN. Based on the top quartile of the mean MVD gene score of the 12 tumor models, the MVD gene score–high and –low groups were the same as the MVD(IHC)-high and -low groups. 

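By the mean MVD gene score of treatment-naive tumors, the highest 3 of the 12 models were BNL 1ME A.7R.1, Renca and B16-F10, and all 3 are among the models that the paper names as MVD(IHC)-high. B16-F10 stood only 0.039 above EMT6, the model at rank 4, which is less than the standard deviation of the 3 EMT6 tumors. Single tumors of EMT6 scored 3.43, 3.43 and 4.18. The order of these 2 models depended on the setting. The score of B16-F10 minus that of EMT6 was 0.26 without Cdh5, 0.22 without Kdr, 0.16 without Pcdh12 and 0.26 without Tek in the score. It was -0.084 at a pseudocount of 0.1, -0.13 after rescaling TPM by the upper quartile of each tumor and -0.012 with log2 taken of the mean TPM of a model. It was -0.28 when Eng and -0.38 when Sparcl1 was left out of the score, and -0.37 after rescaling over the protein-coding genes, a setting chosen after seeing the data.

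The 6 genes contributed differently in these models. In B16-F10, Eng was at 87.6 ± 3.82 TPM (SD, n = 3) and Sparcl1 at 113 ± 4.81 TPM (SD, n = 3). In EMT6, Eng was at 29.0 ± 12.3 TPM (SD, n = 3) and Sparcl1 at 26.1 ± 9.72 TPM (SD, n = 3). Cdh5 was at 11.2 ± 1.23 TPM in B16-F10 and 25.1 ± 7.19 TPM in EMT6 (SD, n = 3 each). Tek was at 0.977 ± 0.270 TPM in B16-F10 and 3.45 ± 2.35 TPM in EMT6 (SD, n = 3 each).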

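The values of ΔT/C were read by eye from Fig. 1A. In the 3 models with the highest MVD gene score, the mean ΔT/C was lower than in the other 9 models by a difference of -30.4 percentage points (two-sided exact permutation test over the 220 choices of 3 models, p = 0.05, which is not under 0.05). In place of the exact test, the study's own two-group test on the same readings gave p = 0.0398, a setting added after seeing the data. Where EMT6 took the place of B16-F10 among the highest 3 models, as at a pseudocount of 0.1, the difference was -10.7 percentage points (exact permutation p = 0.518). With each model left out in turn, the difference ranged from -33.9 to -6.94 percentage points, and the exact permutation p was under 0.05 in 3 of these 12 fits. The highest 3 models were picked again in each fit. Without BNL 1ME A.7R.1, Renca or B16-F10, EMT6 therefore joined them, and those fits compare other groups.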

The Δ*T*/*C* of LEN at day 15 was correlated with the MVD gene score calculated from RNA-seq data of treatment-naïve tumors from 12 mouse syngeneic tumor models (high vs. low groups, *P* = 0.038; Fig. 1C).

**Figure 3:**
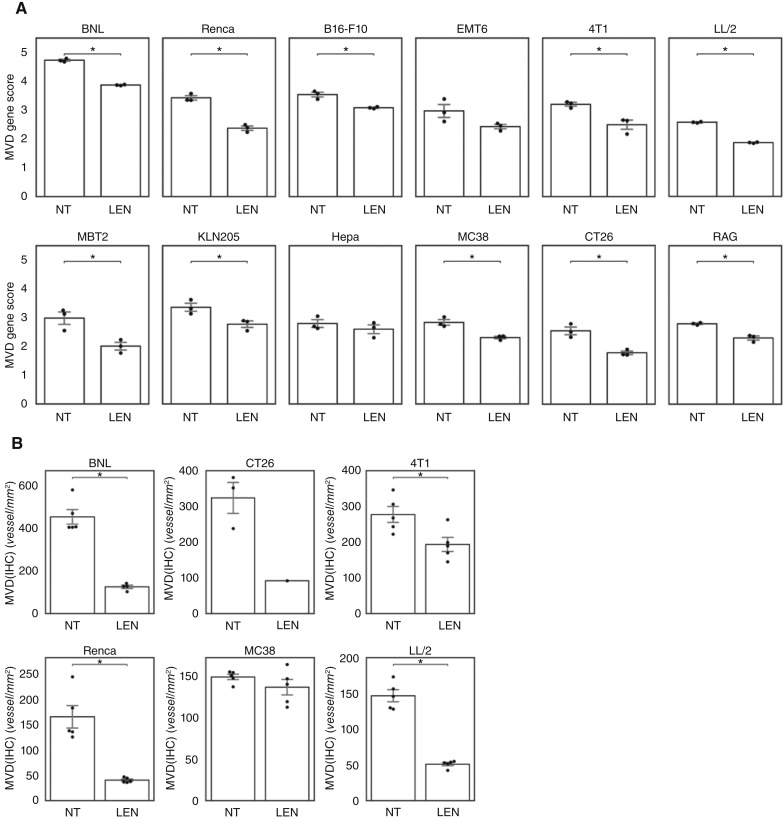
Changes in MVD gene score, TV, and MVD(IHC) of 12 mouse syngeneic tumor models with or without LEN treatment. RNA-seq analysis and MVD staining of CD31 by IHC were performed, and TV was measured for the tumors collected after the administration of LEN for 1 week or without treatment (NT). **A,** MVD gene score of the 12 models with or without LEN treatment on day 8. Data are shown as mean ± SEM. * indicates adjusted *P* < 0.05 by the Welch *t* test with the Benjamini–Hochberg procedure. **B,** MVD(IHC) of representative tumor models treated with LEN for 1 week. Data are shown as mean ± SEM. * indicates adjusted *P* < 0.05 by the Welch *t* test with the Benjamini–Hochberg procedure except for CT26. BNL, BNL 1ME A.7R.1; CT26, CT26.WT; Hepa, Hepa 1-6.

These results suggest that the MVD gene score correlates with MVD(IHC) and the antitumor effects of LEN. Furthermore, the MVD gene score may reflect a decrease in blood vessels induced by the antiangiogenic effects of LEN.

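As a relation over all 12 models, the MVD gene score of treatment-naive tumors and ΔT/C had a Pearson's r of -0.328 (permutation p = 0.300, Benjamini-Hochberg adjusted p = 0.403 over 12 relations) and a Spearman's rho of -0.161 (permutation p = 0.620). Without BNL 1ME A.7R.1 and Renca, the models farthest from the median score, r was 0.135 (permutation p = 0.716). From the relation of the score to MVD(IHC) and from the comparison of ΔT/C between the score-high and score-low groups, the paper proposes that the score correlates with MVD(IHC) and with the antitumor effect of LEN.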

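The genes of the score fell by different amounts. Averaged over the 12 models in a limma model of all 72 tumors without a filter on low TPM, Cdh5 changed by -1.17 (standard error 0.062, limma adjusted p = 1.53e-20) and was lower in 12 of 12 models. Pcdh12 changed by -0.83 (standard error 0.046, limma adjusted p = 5.77e-20) and Kdr by -0.71 (standard error 0.051, limma adjusted p = 1.2e-15), both lower in 12 of 12 models. Sparcl1 changed by -0.66 (standard error 0.059, limma adjusted p = 1.44e-12), Eng by -0.28 (standard error 0.061, limma adjusted p = 0.000651) and Tek by -0.26 (standard error 0.060, limma adjusted p = 0.00138), each lower in 10 of 12 models. The mean TPM of Tek at day 8 was 0.952, under the minimum of 1, so Tek entered the score and had no test of its own among the 17351 genes.

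Of these 17351 genes, 1712 were lower and 2371 higher after LEN on average over the models, with a limma adjusted p under 0.05. Rescaling TPM by the upper quartile of each tumor moved the number of lower genes most, to 3163, with 2279 higher. Of the EC-related genes of Supplementary Table S3 other than the 6 genes of the score, 327 were tested. Among them, 255 had a mean change below 0, a count made without a p threshold. The median change of the 327 genes was -0.17 (limma fry gene set test, n = 72 tumors, p = 2.32e-10). Pecam1 changed by -0.72 (limma adjusted p = 1.37e-12) and was lower in 12 of 12 models. Among genes for the receptors that LEN targets, Flt4 changed by -0.74 (limma adjusted p = 1.14e-20, lower in 11 models) and Flt1 by -0.43 (limma adjusted p = 7.74e-07, lower in 10 models). Fgfr2 changed by 0.29 (limma adjusted p = 0.000173, higher in 7 models), Fgfr3 by 0.13 (limma adjusted p = 0.153) and Fgfr1 by 0.06 (limma adjusted p = 0.29), and Fgfr4, at a mean TPM of 0.891, was not tested. The 5 genes with the largest mean fall among those lower in all 12 models were Gpihbp1 (-1.62), Mest (-1.38), Nid2 (-1.26), Cdh5 and Prnd (-1.14).

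**Figure D2:**
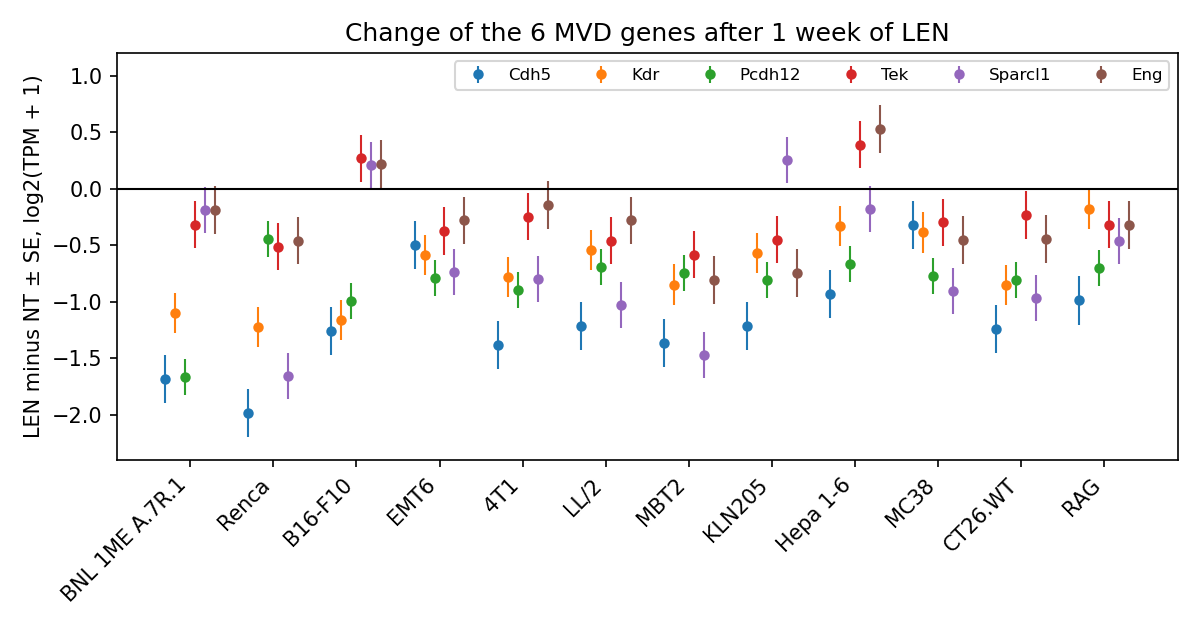
Log2 change of each gene of the score between LEN and NT tumors in the 12 models. Points are the difference of the group means of log2(TPM + 1), with 3 tumors per group, and bars are standard errors from the limma model of all 72 tumors. Cdh5 lies below 0 in all 12 models, while Eng, Sparcl1 and Tek each lie above 0 in 2 of them.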

### Relationship between MVD and Tcell_inf_GEP signatures in mouse and human tumor datasets

Many studies have shown that antiangiogenic inhibitors in combination with ICIs exhibit enhanced antitumor activity (3–6). Tcell_inf_GEP is another gene signature associated with sensitivity to anti–PD-1 treatment (15). To explore the baseline characteristics of the 12 mouse syngeneic tumor models consisting of multiple tumor types, we compared the known biomarkers of each monotherapy, MVD(IHC) and Tcell_inf_GEP signatures, in treatment-naïve tumors. 

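Tcell_inf_GEP is a T cell-inflamed gene expression profile. The paper's text gives neither its gene list nor its formula, so mouse counterparts of the 18 genes of the published profile, listed from general knowledge of it and not from a file of the study, were used here. They include Cd8a, Cd274, Cxcl9, Lag3 and Tigit, and H2-Aa, H2-Eb1 and H2-T23 as counterparts of human HLA genes. For each gene, log2(TPM + 1) was turned into a z-score over the 35 treatment-naive tumors, and the value of a tumor is the unweighted mean over the 18 genes. A value above 0 therefore means a tumor above the average of these 35. Over the 12 models, the mean Tcell_inf_GEP and the mean MVD gene score had a Pearson's r of -0.468 (permutation p = 0.123, Benjamini-Hochberg adjusted p = 0.245 over 12 relations) and a Spearman's rho of -0.601 (permutation p = 0.0414). Without Hepa 1-6 and MC38, the models farthest from the median Tcell_inf_GEP, r was -0.474 (permutation p = 0.167).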

We then extended the comparison with a human tumor dataset using the MVD gene score.

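The mean Tcell_inf_GEP of treatment-naive tumors was above 0 in 4 of the 12 models. It was 2.01 ± 0.211 (SD, n = 3) in Hepa 1-6, 0.763 ± 0.0283 (SD, n = 2) in MC38, 0.622 ± 0.126 (SD, n = 3) in RAG and 0.257 ± 0.297 (SD, n = 3) in CT26.WT. In MBT2 it was -0.0259 ± 0.161 (SD, n = 3), closer to 0 than the spread between its tumors, and it was above 0 at 0.0422 when log2 values were centered without division by the standard deviation. It was -0.186 after rescaling TPM by the upper quartile of each tumor. Renca was at -0.0964 ± 0.106 (SD, n = 3), 4T1 at -0.189 ± 0.501 (SD, n = 3) and EMT6 at -0.359 ± 0.0688 (SD, n = 3). The lowest values were -0.523 ± 0.315 (SD, n = 3) in BNL 1ME A.7R.1, -0.624 ± 0.150 (SD, n = 3) in LL/2, -0.764 ± 0.142 (SD, n = 3) in B16-F10 and -0.812 ± 0.129 (SD, n = 3) in KLN205.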

Based on the relative activation or suppression of MVD and Tcell_inf_GEP in the models, the mouse tumor models were categorized into three subgroups: MVD-high/Tcell_inf_GEP-low (BNL 1ME A.7R.1, Renca, and B16-F10), MVD-low/Tcell_inf_GEP-high (Hepa 1-6, MC38, CT26.WT, RAG, and MBT2), and MVD-low/Tcell_inf_GEP-low (KLN205, LL/2, EMT6, and 4T1; Fig. 4A). 

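Among single treatment-naive tumors, some models held values on both sides of 0. In 4T1, Tcell_inf_GEP was 0.389 in 1 tumor and -0.490 and -0.467 in the others. In CT26.WT, it was 0.352, 0.495 and -0.0758. In MBT2, it was -0.0254, 0.135 and -0.187. The 3 tumors of Hepa 1-6 were at 1.96, 1.82 and 2.23.

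**Figure D3:**
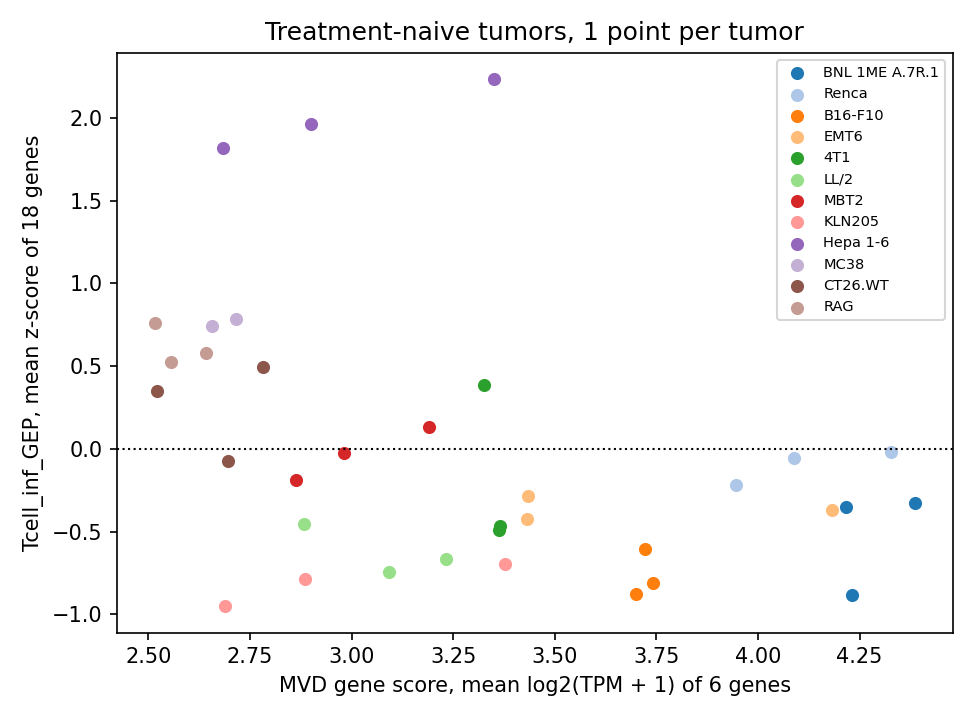
Tcell_inf_GEP (mean z-score of 18 genes) against the MVD gene score (mean log2(TPM + 1) of 6 genes) of the 35 treatment-naive tumors, 1 point per tumor, colored by model. The tumors of Hepa 1-6 lie between 1.82 and 2.23 on the vertical axis.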

MVD and Tcell_inf_GEP of individual tumors are shown in Supplementary Figs. S1B and S4A. There were no MVD-high/Tcell_inf_GEP-high mouse tumor models among the 12 models. Similarly, the relationship between the MVD gene score and Tcell_inf_GEP in human tumor samples was investigated using gene expression data from TCGA pan-cancer cohort. 

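Of the 3 models that the paper names as MVD-high, 0 had a mean Tcell_inf_GEP above 0, and this held in each of the 42 settings in which Tcell_inf_GEP was compared with 0. When the models were split at the median in place of 0, the upper 6 models included Renca, at rank 6. From the relative levels of MVD and Tcell_inf_GEP, the paper sorts the models into subgroups and states that none is high in both.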

The distribution of the MVD gene score and Tcell_inf_GEP varied among tumor types (Supplementary Fig. S4B and S4C). Samples of each tumor type were divided into subgroups based on the median values of the MVD gene score and Tcell_inf_GEP in the entire TCGA pan-cancer cohort, and the proportion of samples classified in each subgroup is shown in Fig. 4B. Unlike the mouse tumor models, several tumor types showed a higher proportion of MVD-high/Tcell_inf_GEP-high samples, and kidney renal clear-cell carcinoma (KIRC) had the highest proportion. The five major cancer types with the highest percentages in each subgroup are shown in Fig. 4C. There were two tumor types in which most samples were categorized into one subgroup (KIRC and glioblastoma multiforme) and tumor types with broader ranges of MVD gene score and Tcell_inf_GEP, such as skin cutaneous melanoma and liver hepatocellular carcinoma (LIHC). These results suggested that tumor types showed distinct relationships between the MVD gene score and Tcell_inf_GEP and demonstrated the usefulness of the MVD gene score, which enabled such characterization in a large public dataset of human tumor samples.

**Figure 4:**
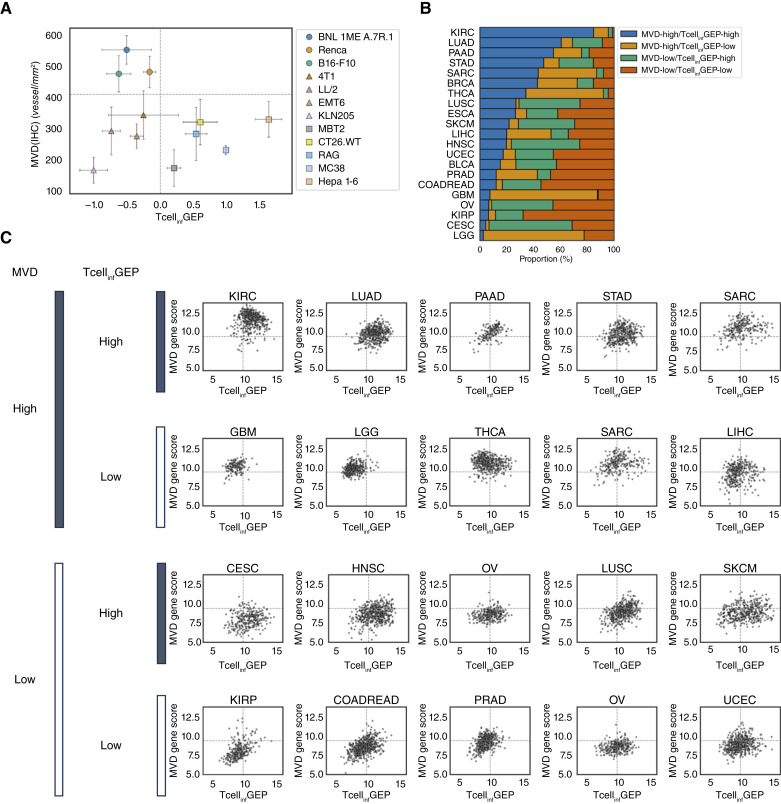
Relationship between MVD gene score and Tcell_inf_GEP in mouse syngeneic tumor models and human pan-cancer dataset. **A,** Relationship between MVD(IHC) and Tcell_inf_GEP of baseline tumors in 12 mouse syngeneic models. Data are shown as mean ± SD [*n* = 5 for MVD(IHC); *n* = 3 except for MC38 (*n* = 2) for Tcell_inf_GEP]. **B,** Proportion of samples in each subgroup defined by median values of the MVD gene score and Tcell_inf_GEP in all samples. **C,** MVD gene score and Tcell_inf_GEP within each major solid tumor type computed using gene expression data from TCGA pan-cancer dataset. Dotted lines represent the median value of each gene signature in all samples. BLCA, bladder urothelial carcinoma; BRCA, breast invasive carcinoma; CESC, cervical squamous cell carcinoma and endocervical adenocarcinoma; COADREAD, colon adenocarcinoma and rectal adenocarcinoma; ESCA, esophageal carcinoma; GBM, glioblastoma multiforme; HNSC, head and neck squamous cell carcinoma; KICH, kidney chromophobe; KIRP, kidney renal papillary cell carcinoma; LGG, brain lower-grade glioma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; OV, ovarian serous cystadenocarcinoma; PAAD, pancreatic adenocarcinoma; PRAD, prostate adenocarcinoma; SARC, sarcoma; SKCM, skin cutaneous melanoma; STAD, stomach adenocarcinoma; THCA, thyroid carcinoma; UCEC, uterine corpus endometrial carcinoma.

### Antitumor activity of LEN in combination with anti–PD-1 in 12 mouse syngeneic tumor models

MVD(IHC) and Tcell_inf_GEP measured in tumors have been associated with treatment response to LEN and anti–PD-1, respectively (9, 15). To characterize the relationship between tumor subgroups based on TME-related biomarkers and different sensitivities to treatments across tumor types, we investigated the *in vivo* antitumor activity of LEN (10 mg/kg, once daily), anti–PD-1 (200 μg/head, twice weekly), and their combination in 12 mouse syngeneic tumor models. Combination treatment with LEN and anti–PD-1 inhibited tumor growth compared with the untreated control in all 12 models, without any significant changes in body weight (Fig. 5; Supplementary Fig. S5). Enhanced antitumor activity by the combination treatment, measured as statistically significant suppression of TV compared with monotherapy, was observed in MC38, CT26.WT, and RAG, all of which were MVD-low/Tcell_inf_GEP-high models (*P* < 0.05).

**Figure 5:**
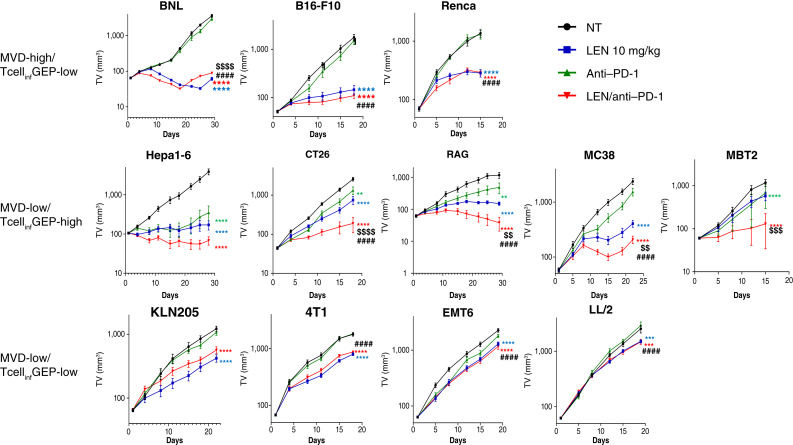
Antitumor activity of LEN plus anti–PD-1 antibody in 12 mouse syngeneic tumor models. TVs of mice with NT, LEN 10 mg/kg, anti–PD-1 antibody at 200 μg/head, and their combination groups. Data are shown as mean ± SEM. **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001 vs. NT by repeated measured Dunnett multiple comparisons using logarithm-transformed values. Asterisks are colored according to treatment groups as indicated in the legend. $$, *P* < 0.01; $$$, *P* < 0.001; $$$$, *P* < 0.0001 vs. LEN alone: ####, *P* < 0.0001 vs. anti–PD-1 antibody alone by repeated measured Dunnett multiple comparisons using logarithm-transformed values. BNL, BNL 1ME A.7R.1; CT26, CT26.WT.

Compared with the other subtypes, the MVD-high/Tcell_inf_GEP-low models were more sensitive to LEN monotherapy. MVD-low/Tcell_inf_GEP-high models were more sensitive to anti–PD-1 monotherapy, and enhanced antitumor effects were observed with combination treatment. The MVD-low/Tcell_inf_GEP-low models were relatively resistant to monotherapies, and no or little enhancement of the antitumor effects by combination treatment was observed. These results suggest that the baseline characteristics of MVD and Tcell_inf_GEP in tumors were indicative of the response to LEN, anti–PD-1, and their combination treatment.

## Discussion

We previously reported that xenograft tumor models sensitive to LEN showed higher MVD(IHC) than relatively resistant models (9). In the present study, we developed an MVD gene score based on the expression levels of six MVD-related genes. The MVD gene score computed from RNA-seq data of treatment-naïve tumors of 12 mouse syngeneic models correlated with the MVD(IHC) measured in matched tumor samples (Fig. 2C) and the antitumor activity of LEN (Fig. 1C). The MVD gene score correlated with MVD(IHC) in human tumor samples (Fig. 2D), indicating that the MVD gene score originally developed using a mouse tumor dataset also reflects MVD(IHC) in human datasets.

One drawback of using IHC-based measurements such as MVD(IHC) is analytic variability (38, 39). Our MVD gene score uses the gene expression values of multiple genes from RNA-seq experiments, making it more robust against such variabilities. Another merit of the MVD gene score is that it was obtained using scRNA-seq data from the tumor tissue. We selected genes that were highly expressed in tumor ECs compared with other cell types in tumor samples. This reduced the possibility of including genes that are expressed not only in ECs but also in other cancer or stromal cells in the TME. We further tested the correlation between the expression levels of tumor EC–related genes from bulk RNA-seq and MVD(IHC) in 12 mouse syngeneic tumor models. This approach allowed us to select a unique gene set that was specific to tumor ECs and indeed correlated with MVD(IHC). In addition, using gene signatures, we can assess the MVD in each sample of a large tumor dataset for which gene expression data are available.

We compared the MVD gene score with other angiogenic gene signatures used in clinical biomarker analyses. The IMmotion150 angiogenic signature was derived from genes that had expression levels changed in response to a VEGF blockade in preclinical tumor models and biopsies from patients treated with anti-VEGF mAbs (22). The JAVELIN Renal 101 angiogenic signature was developed from one of the co-expression network modules enriched with angiogenesis-related genes and was associated with response to sunitinib (25). Merck’s angiogenic signature was selected as genes co-expressed with known angiogenic genes, *KDR*, *TIE1*, *TEK*, and *CD34*, in public pan-cancer genomic datasets (16). Our MVD gene score focuses on the EC component of angiogenesis and its correlation with MVD, as measured by IHC. The MVD gene score is more appropriate to specifically reflect MVD instead of angiogenesis in general. The difference between the MVD signature developed in this study and previously developed angiogenic gene signatures was evident that the MVD signature had a stronger correlation with MVD(IHC) in human FFPE tumor tissue samples (Supplementary Fig. S3A) and the estimated ECs in TCGA tumor samples (Supplementary Fig. S3B).

Using the MVD gene score, we grouped human tumor samples from TCGA and 12 mouse syngeneic tumor models into subtypes based on MVD and Tcell_inf_GEP signatures. Based on the results of antitumor activities of LEN and anti–PD-1 in the mouse models, each subgroup showed different sensitivities to treatments. MVD-high/Tcell_inf_GEP-low models were sensitive to LEN, MVD-low/Tcell_inf_GEP-high models were sensitive to anti–PD-1 and combination treatment, and MVD-low/Tcell_inf_GEP-low models were relatively resistant to all treatments including combination treatment. This was consistent with the previous study that reported an association between murine Tcell_inf_GEP and sensitivity to monotreatment of anti–PD-1 and combination treatment with LEN (17). In TCGA dataset, MVD-high/Tcell_inf_GEP-low tumor types were enriched for tumor types in which angiogenic inhibitors as monotherapy can be used as standard systemic therapies (i.e., glioblastoma multiforme, thyroid carcinoma, sarcoma, and LIHC; refs. 33, 40–43), supporting the hypothesis that tumors with higher MVD are more susceptible to antiangiogenic therapies, and angiogenic inhibitors as monotherapy are effective. MVD-high/Tcell_inf_GEP-high tumor types were enriched for those in which combination therapies, including ICI plus antiangiogenic therapies, can be used as standard treatments (i.e., KIRC and lung adenocarcinoma; refs. 4, 44–48). The same is true for MVD-low/Tcell_inf_GEP-high tumor types (i.e., head and neck squamous cell carcinoma, lung squamous cell carcinoma, and skin cutaneous melanoma; refs. 45–47, 49–53). This is consistent with previous findings that preexisting antitumor immunity predicts the response to ICIs (54); however, by adding the MVD gene score as another axis, the different subgroups between these tumor types were highlighted.

Combination therapy with ICIs and angiogenic inhibitors is used in the first-line setting for KIRC (4, 55, 56) and LIHC (5). In our analysis of TCGA dataset, the percentage of samples with MVD-high/Tcell_inf_GEP-high was the highest in KIRC. In the LIHC group, the percentage of samples with MVD-high/Tcell_inf_GEP-low was the highest. Samples in the LIHC group were not exclusively in one subgroup and were more scattered. Although we could not directly test the association between MVD or Tcell_inf_GEP scores and clinical outcomes in LIHC treated with a combination of ICI and antiangiogenic drugs, genomic analysis in the IMbrave150 registration trial of atezolizumab and bevacizumab has delineated preexisting tumor immunity and high expression of VEGF receptors was associated with improved clinical outcomes (57), suggesting that tumors with MVD-high/Tcell_inf_GEP-high are likely to be more sensitive to combination treatment. Additionally, in a recent clinical biomarker study of LEN and pembrolizumab combination in endometrial cancer, patients with MVD-high/Tcell_inf_GEP-high scores demonstrated a higher objective response rate than those with tumors in other subgroups (58). Furthermore, the enhanced antitumor activity of LEN and anti–PD-1 in mouse syngeneic tumor models in the MVD-low/Tcell_inf_GEP-high group supports the possibility that combination therapy may be effective in this subgroup.

One major difference between the mouse models and TCGA dataset was the absence of the MVD-high/Tcell_inf_GEP-high subgroup in the mouse tumor models. This may be due to the limited number of mouse tumor models used in this study compared with the heterogeneity of human tumors. This problem could be solved by increasing the variety of mouse models used in these studies. Given that not all cancer cell lines can grow *in vivo*, it is also possible that mouse cancer cells that are highly dependent on tumor angiogenesis and possess immunogenic properties are more likely to be eliminated through *in vitro* culture and by the immune systems of host mice and are thus unsuitable for *in vivo* tumor models. Despite this disagreement, MVD and Tcell_inf_GEP are useful for delineating the distinct characteristics of each tumor model and tumor type and provide insights for further investigation. For example, an individual tumor of a specific tumor type with high MVD/Tcell_inf_GEP could be sensitive to combination therapy with ICI and angiogenic inhibitors, even though the tumor type itself was not associated with the MVD-high/Tcell_inf_GEP-high subgroup. It is also possible that the factors associated with resistance to ICI and angiogenic inhibitors will be revealed through further characterization of the MVD-low/Tcell_inf_GEP-low tumor subtype. Our analyses demonstrated that the gene signatures enabled us to test our hypotheses about clinical indications using large public datasets.

We have previously reported that LEN exerts antitumor activity via antiangiogenic and immunomodulatory effects (10, 11). Although the MVD gene score reflects the primary targets of LEN, the abundance of tumor microvessels, other mechanisms may also contribute to LEN sensitivity. 

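In Hepa 1-6, the MVD gene score was 2.78 ± 0.23 (SD, n = 3) in NT tumors and 2.59 ± 0.27 (SD, n = 3) in LEN-treated tumors at day 8, a difference smaller than the spread between tumors of either group. The 6 genes moved in different directions. Cdh5 went from 15.6 ± 4.42 TPM (SD, n = 3) to 7.66 ± 1.93 TPM (SD, n = 3), a log2 change of -0.93 (standard error 0.21). Pcdh12 changed by -0.66 (standard error 0.16), Kdr by -0.33 (standard error 0.18) and Sparcl1 by -0.18 (standard error 0.20). Eng went from 11.2 ± 3.63 TPM (SD, n = 3) to 16.5 ± 4.93 TPM (SD, n = 3), a log2 change of 0.53 (standard error 0.21), and Tek changed by 0.39 (standard error 0.21). Single LEN tumors had Tek at 2.61, 1.12 and 0.45 TPM, against 0.59, 0.75 and 0.77 TPM in NT tumors. The lowest LEN value was below every NT value, so the rise of Tek leans on the tumor at 2.61 TPM. Eng also overlapped, with 12.05 TPM in a LEN tumor and 14.66 TPM in an NT tumor. The median change of the other EC-related genes in Hepa 1-6 was 0.10 (limma fry gene set test, adjusted p = 0.449 over the 12 models). By the same test, their fall was also over the threshold in B16-F10 (median -0.063, fry adjusted p = 0.449) and BNL 1ME A.7R.1 (-0.12, fry adjusted p = 0.345). It was so too in EMT6 (-0.090, fry adjusted p = 0.264) and MC38 (-0.14, fry adjusted p = 0.133), so this result is not particular to Hepa 1-6.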

For instance, in our analysis of the MVD gene score in the Hepa 1-6 tumors, the difference between the NT and LEN-treated groups was found to be not statistically significant, despite a strong response to LEN based on tumor size in the Hepa 1-6 model (Fig. 3A). In our previous study using the Hepa 1-6 model, LEN demonstrated antitumor activity in both immunodeficient and immunocompetent mice, with a greater activity observed in the latter (10), indicating that not only antiangiogenic activity but also immunomodulatory effects play an important role in the antitumor activity of LEN in the Hepa 1-6 model.

Recently, Uhlik and colleagues (59) reported a similar framework for classifying tumor transcriptomic profiles into four TME subtypes in terms of angiogenesis and immune activities and showed enriched objective response rates to either ICI-containing or angiogenic inhibitor–containing treatment for biomarker-positive populations in gastric cancer, ovarian cancer, and melanoma cohorts. These findings support our hypothesis that tumor angiogenesis and antitumor immune activity in pretreatment settings can predict treatment sensitivity.

This study had several limitations. One was that the clinical outcomes of LEN and ICI were unavailable for TCGA dataset. Further studies using a matched dataset of gene expression and clinical outcome information are important to validate the clinical utility of the MVD gene signature.

In conclusion, we developed an MVD gene score using gene expression values that reflects MVD(IHC). Tumor subgroups of 12 mouse syngeneic tumor models based on MVD(IHC) and Tcell_inf_GEP correlated with the sensitivity to LEN, anti–PD-1, and their combination. Tumor subgroups of TCGA samples correlate with indications for antiangiogenic inhibitors and ICIs, highlighting the potential clinical utility of the MVD gene score together with Tcell_inf_GEP to characterize tumors of patients for precision medicine.

## Supplementary Material

Supplementary Figure S1 Antitumor activity of lenvatinib in 12 mouse syngeneic tumor models and MVD(IHC) of treatment-naïve tumor samples.

Supplementary Figure S2 Single-cell RNA-seq analysis of Hepa 1-6 mouse hepatocellular carcinoma model.

Supplementary Figure S3 Comparison of MVD gene score and other angiogenesis signatures.

Supplementary Figure S4 Distributions of TcellinfGEP in the 12 syngeneic mouse tumor models and MVD gene score and TcellinfGEP across pan-cancer dataset.

Supplementary Figure S5 Relative body weight measurements during treatment.

Supplementary Table S1 Mouse cancer cell lines.

Supplementary Table S2 Tumor types and number of human FFPE samples.

Supplementary Table S3 List of endothelial cell related genes

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Figure S1 — Antitumor activity of lenvatinib in 12 mouse syngeneic tumor models and MVD(IHC) of treatment-naïve tumor samples.

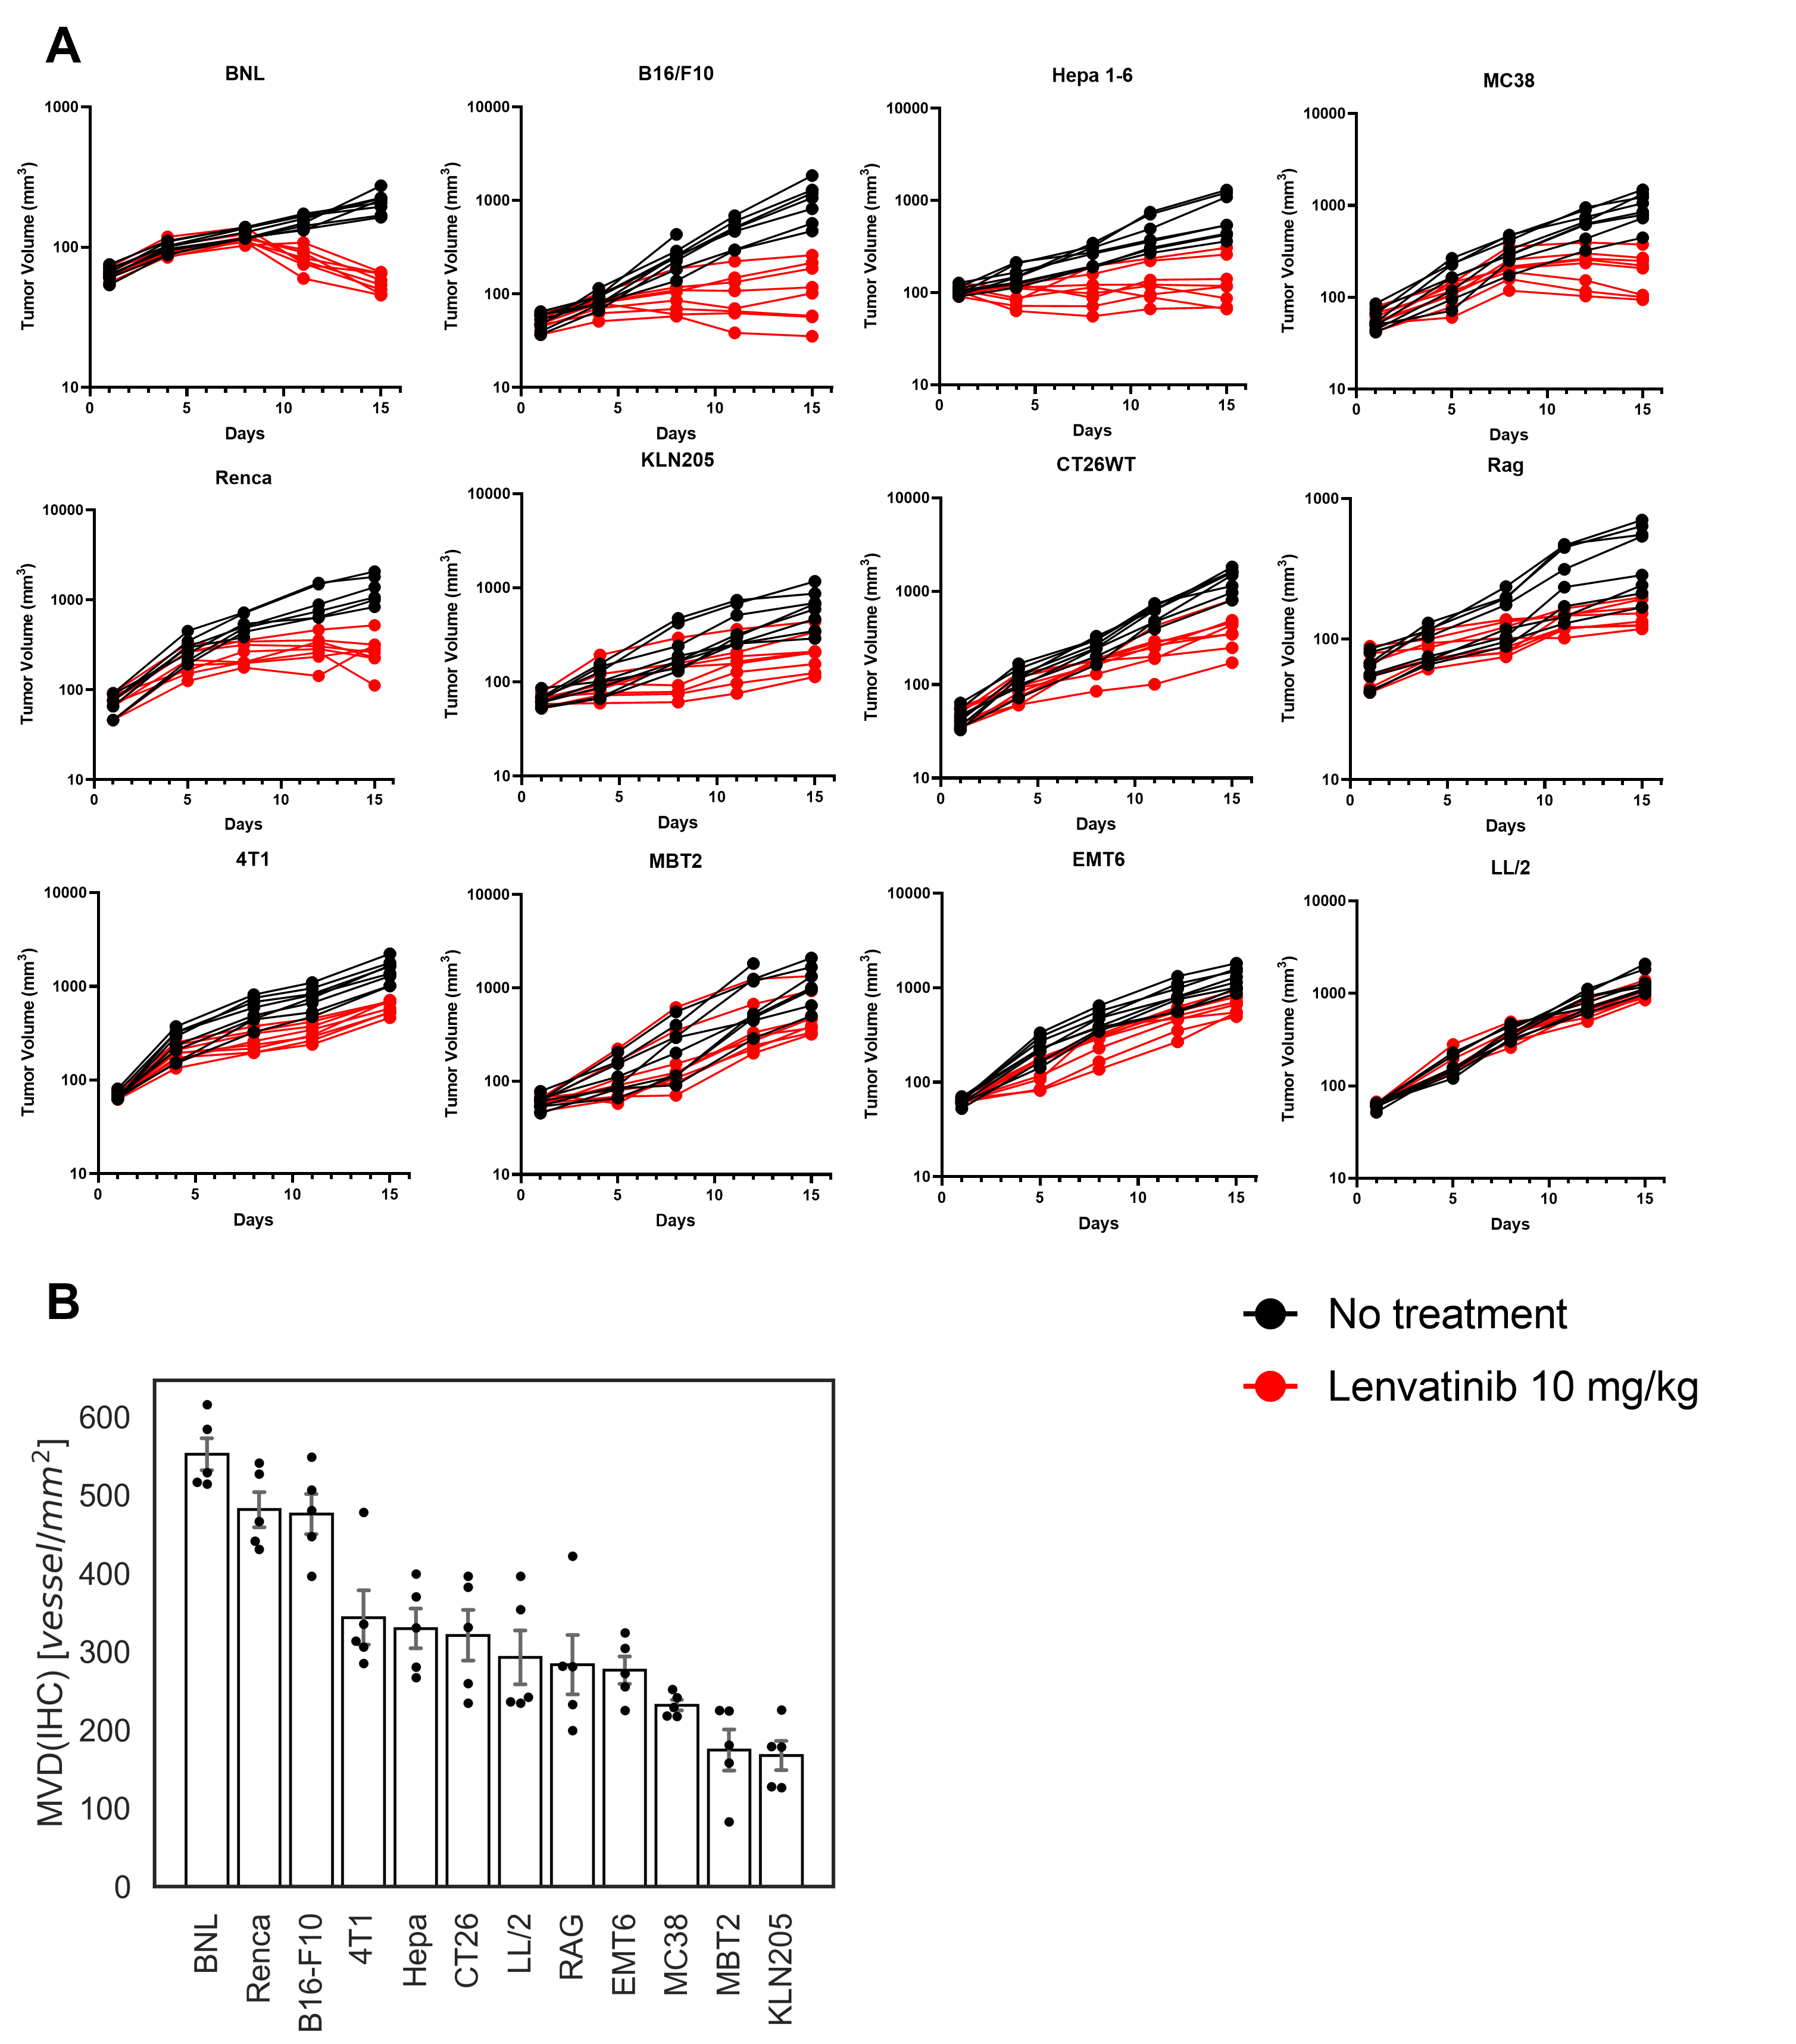

**Supplementary Figure S1. Antitumor activity of lenvatinib in 12 mouse syngeneic tumor models and MVD(IHC) of treatment-naïve tumor samples**. A, Tumor volumes of individual mice of the No treatment (black) and Lenvatinib 10 mg/kg treated groups (red). B, MVD(IHC) of treatment-naïve tumors of 12 syngeneic tumor models. Data are shown as mean ± SEM.

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Figure S2 — Single-cell RNA-seq analysis of Hepa 1-6 mouse hepatocellular carcinoma model.

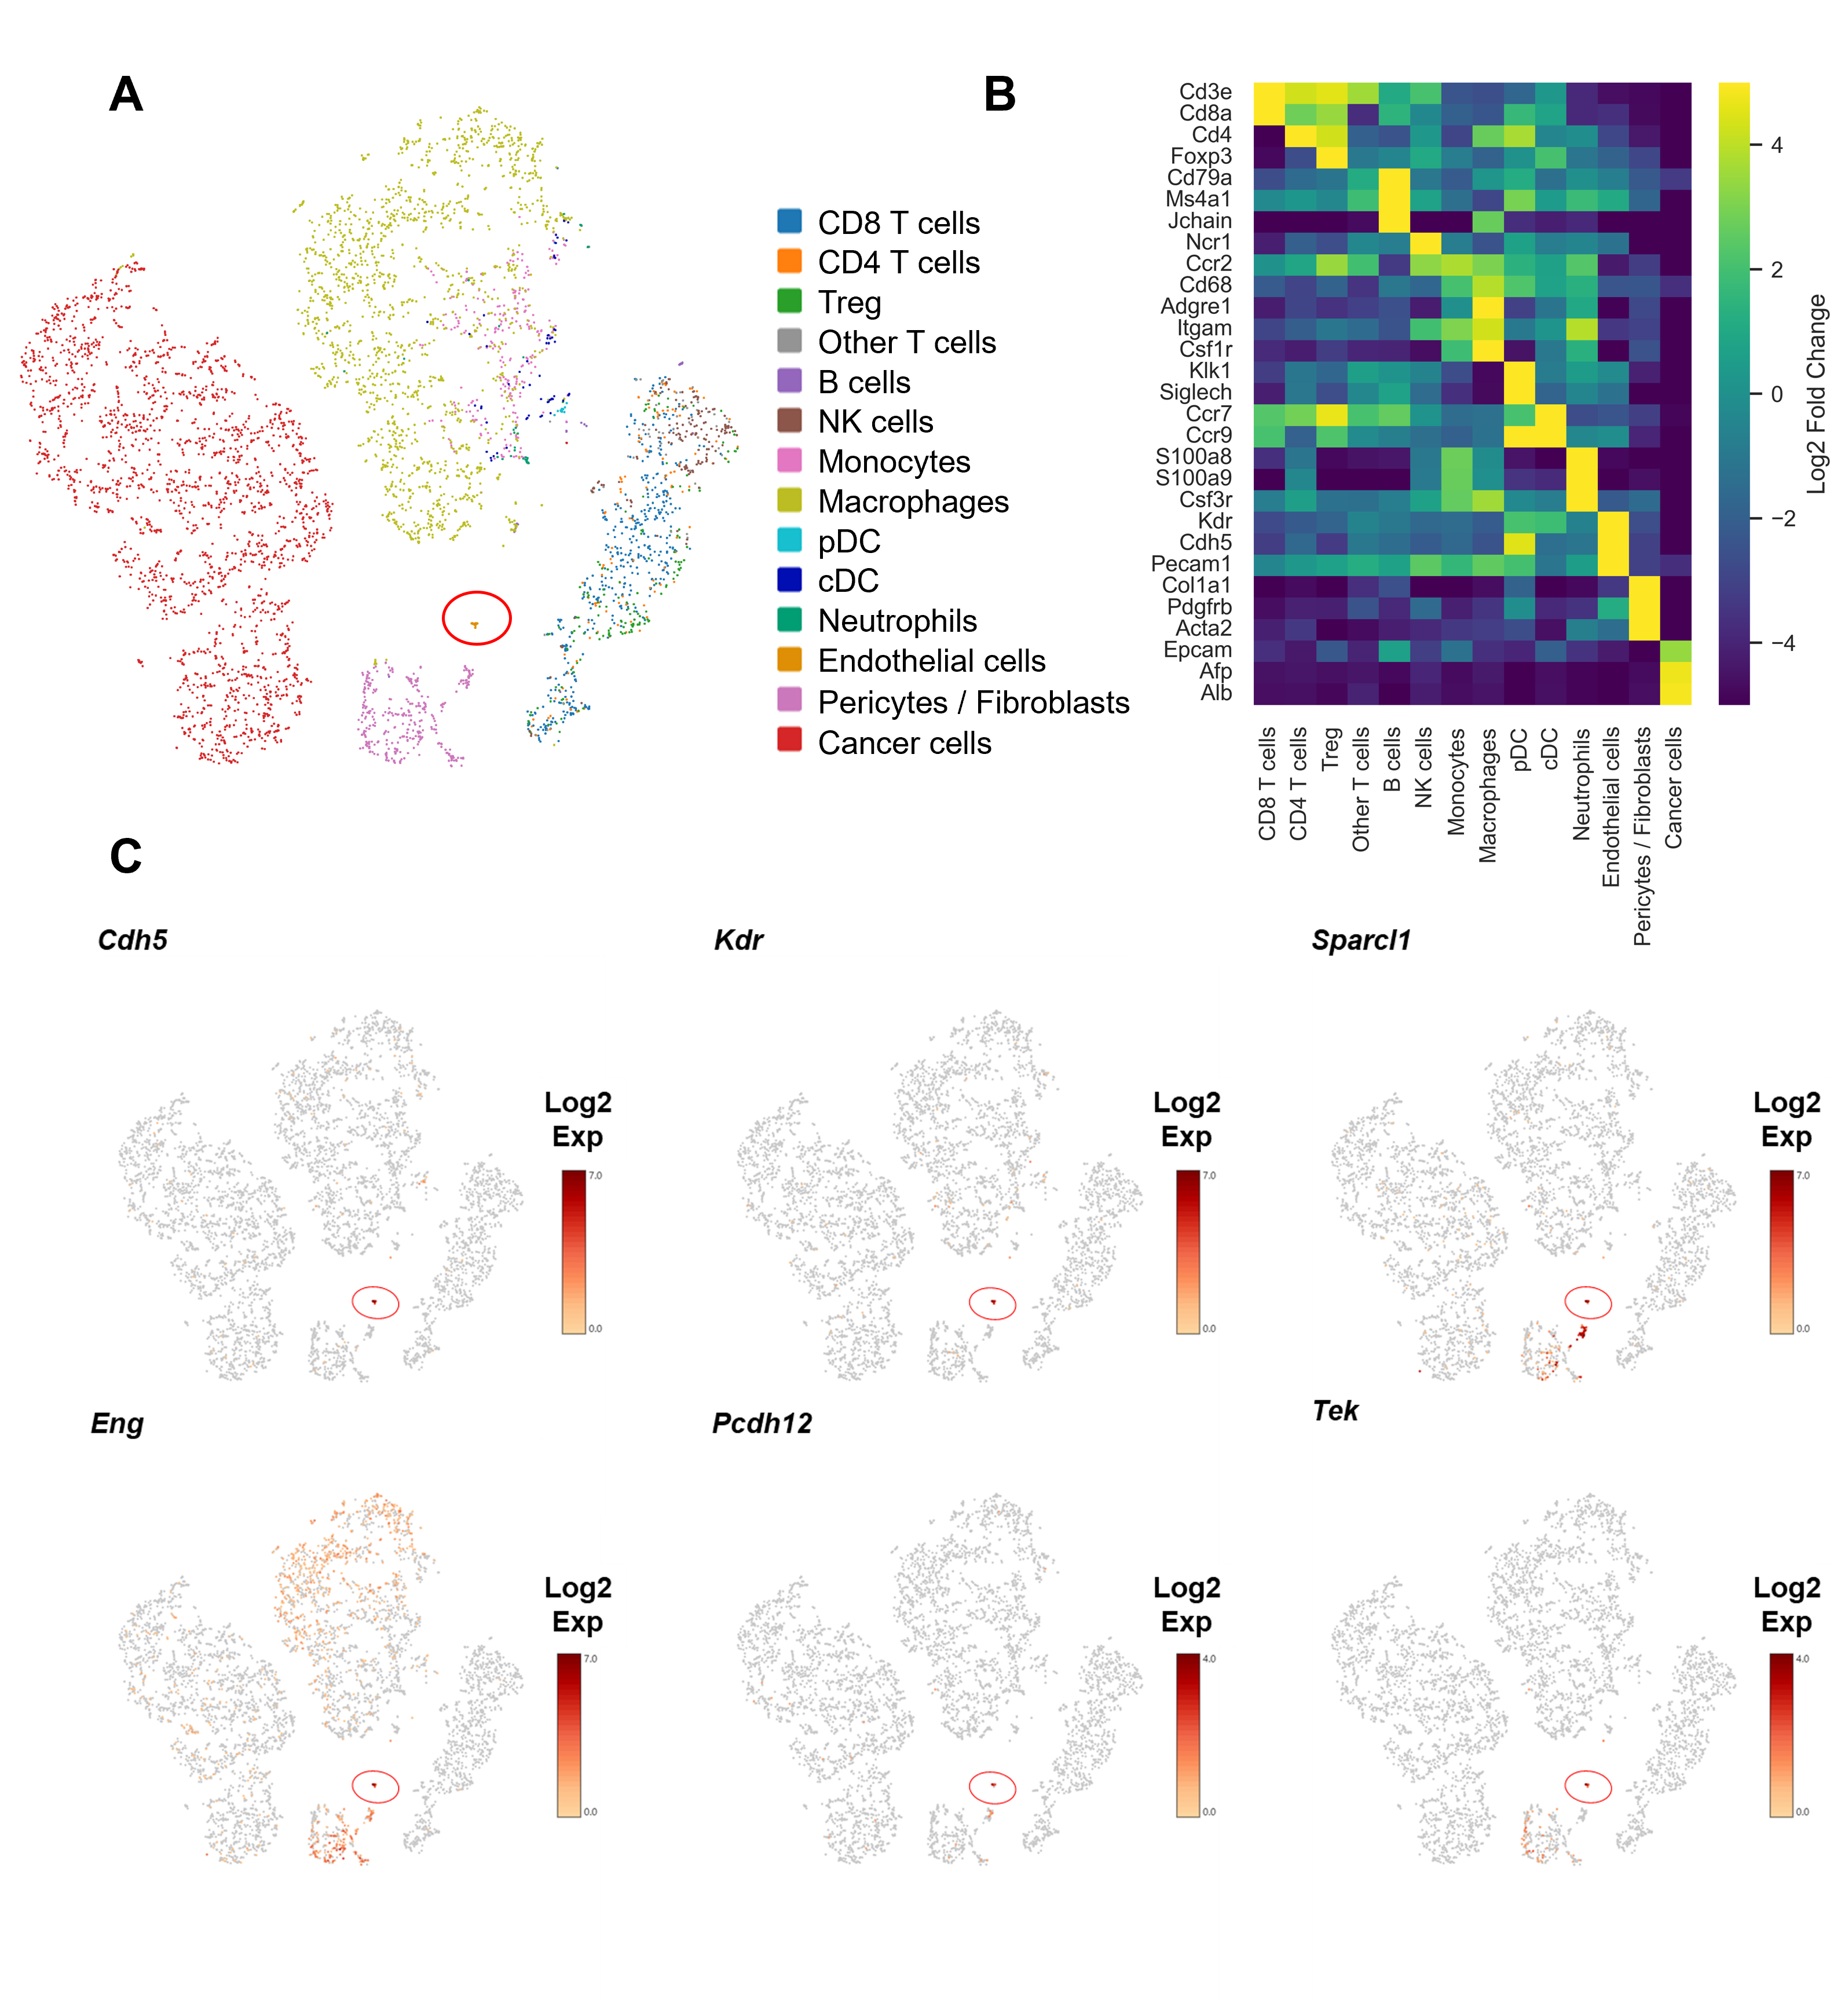

**Supplementary Figure S2. Single-cell RNA-seq analysis of Hepa 1-6 mouse hepatocellular carcinoma model.** A, Cell type annotation of 14 clusters. The cell cluster annotated as endothelial cells based on the expression levels of the marker gene *Kdr* is indicated by a red circle. B, Gene expression levels of cell type markers of the 14 clusters. C, Gene expression levels of the six MVD-related genes in scRNA-seq data of Hepa 1-6 tumors. The cell cluster annotated as endothelial cells based on the expression levels of the marker gene *Kdr* is indicated by a red circle.

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Figure S3 — Comparison of MVD gene score and other angiogenesis signatures.

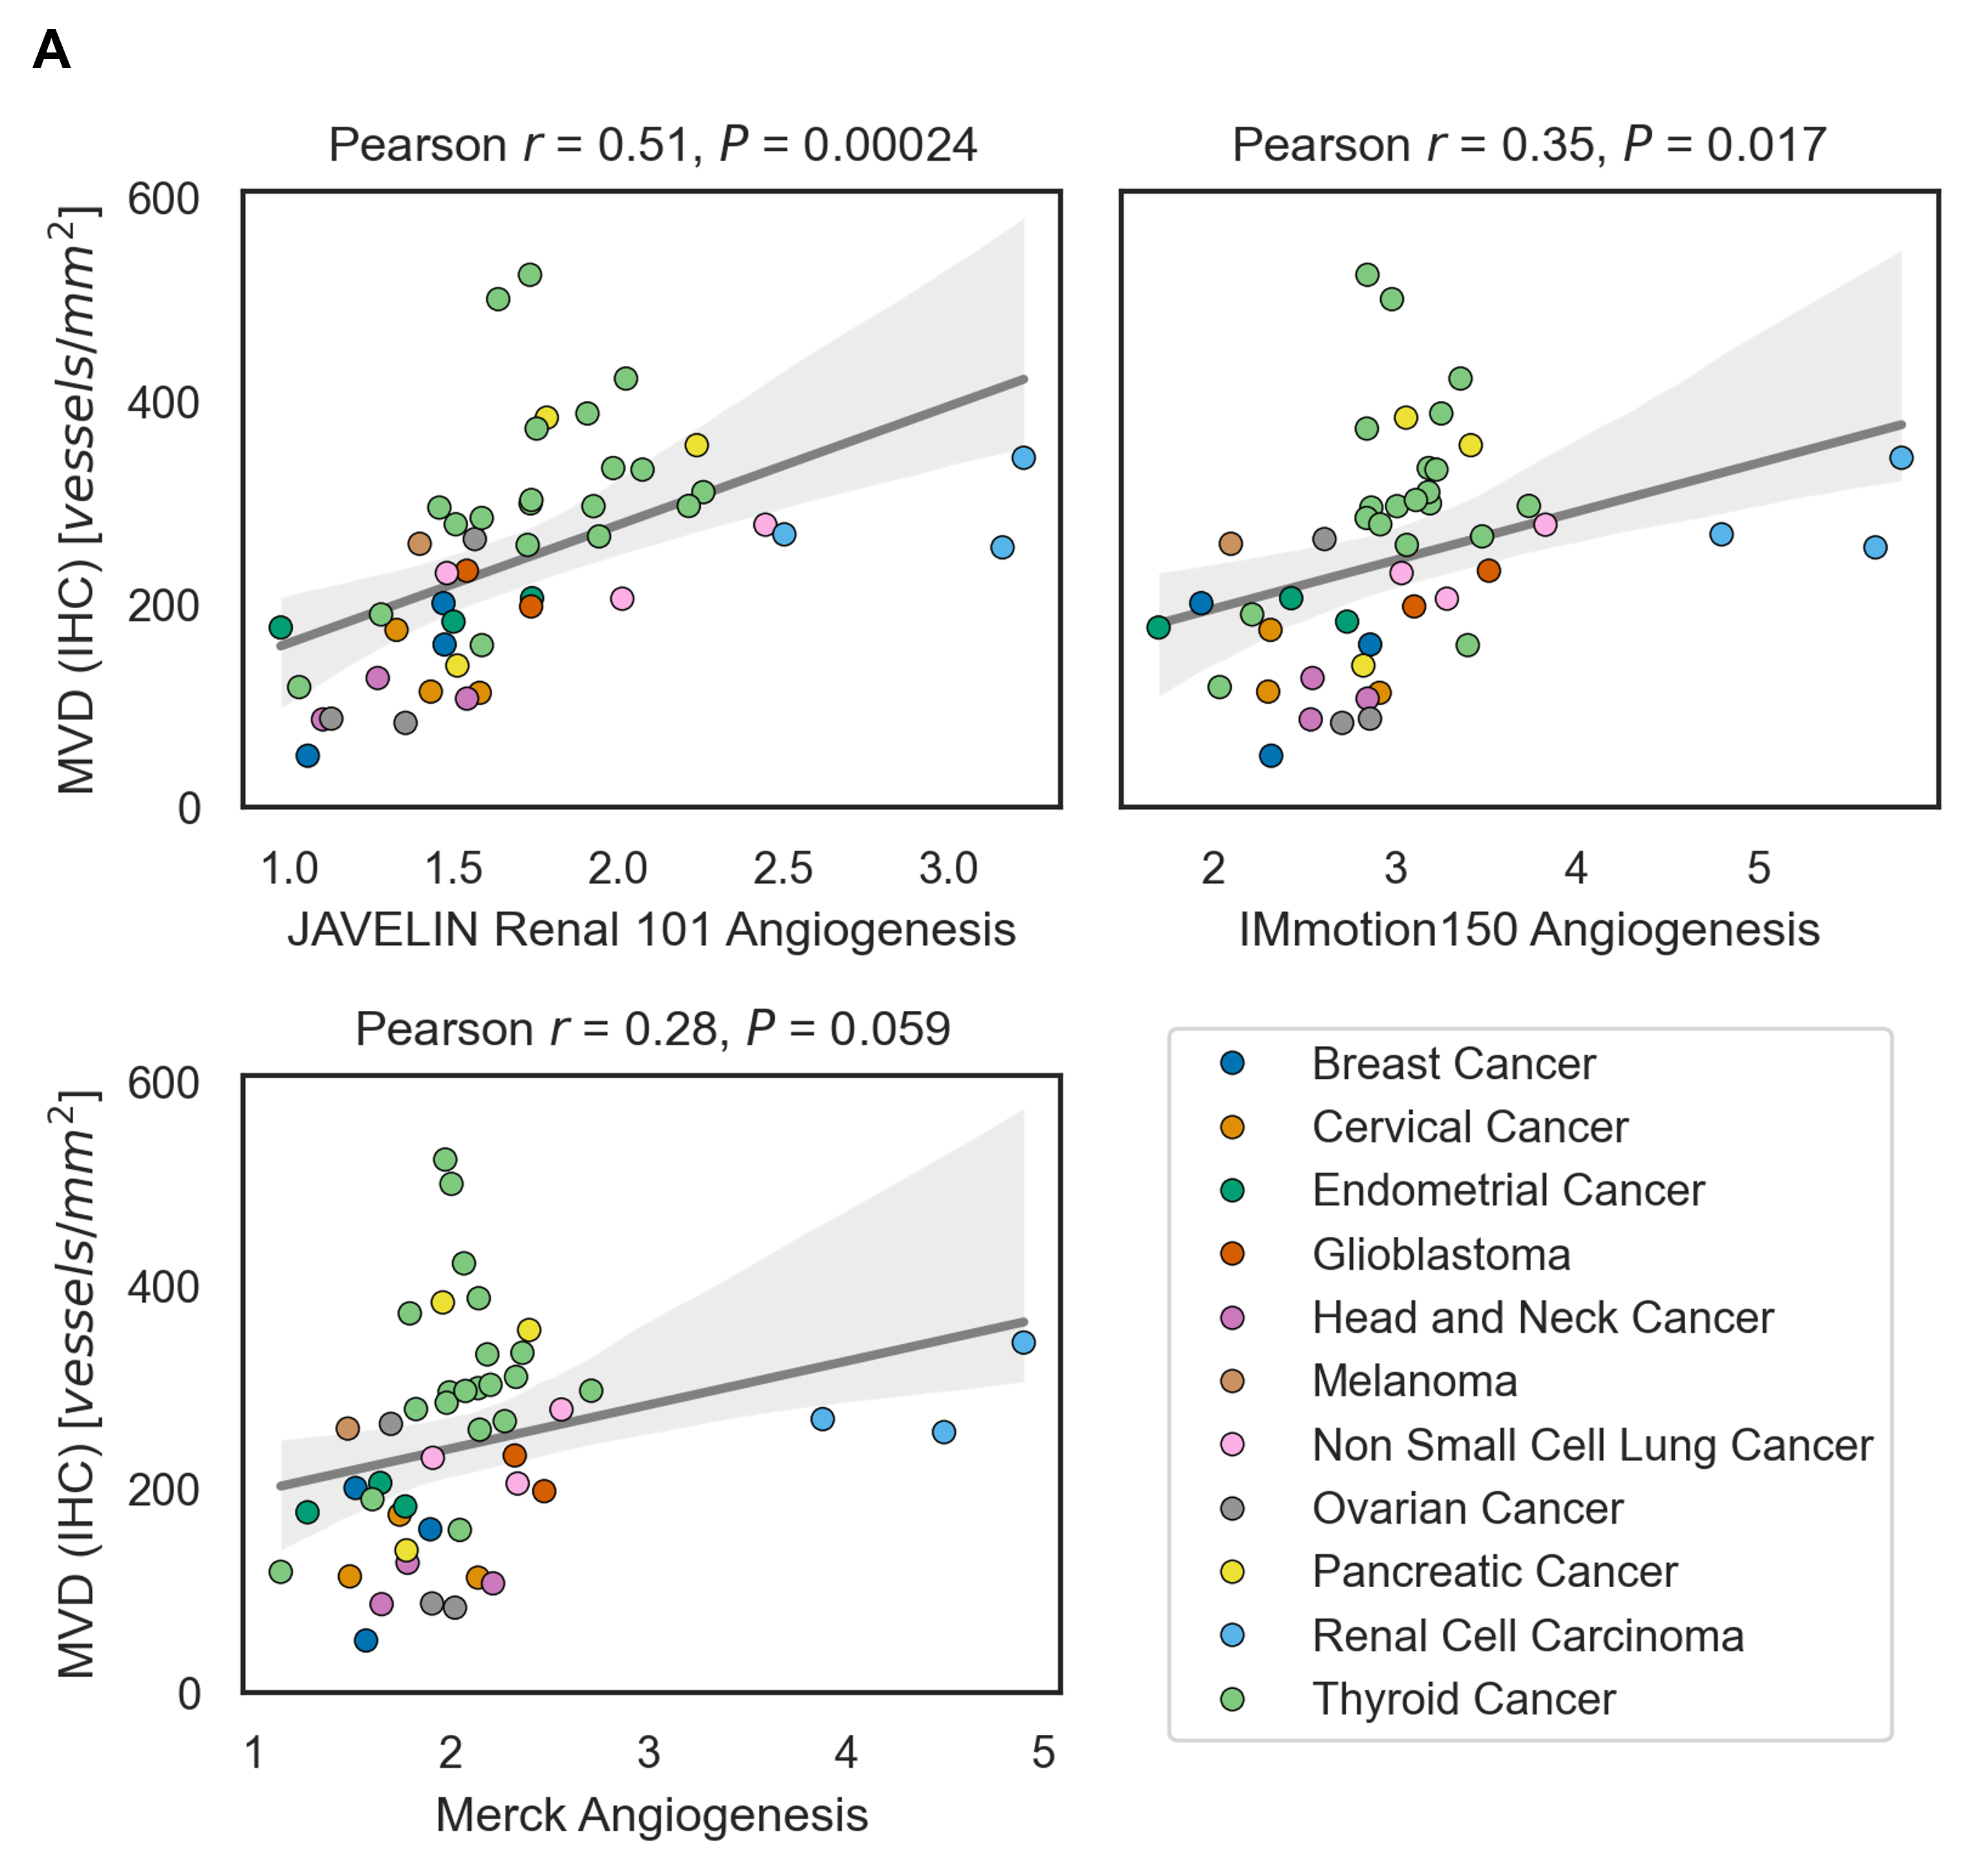

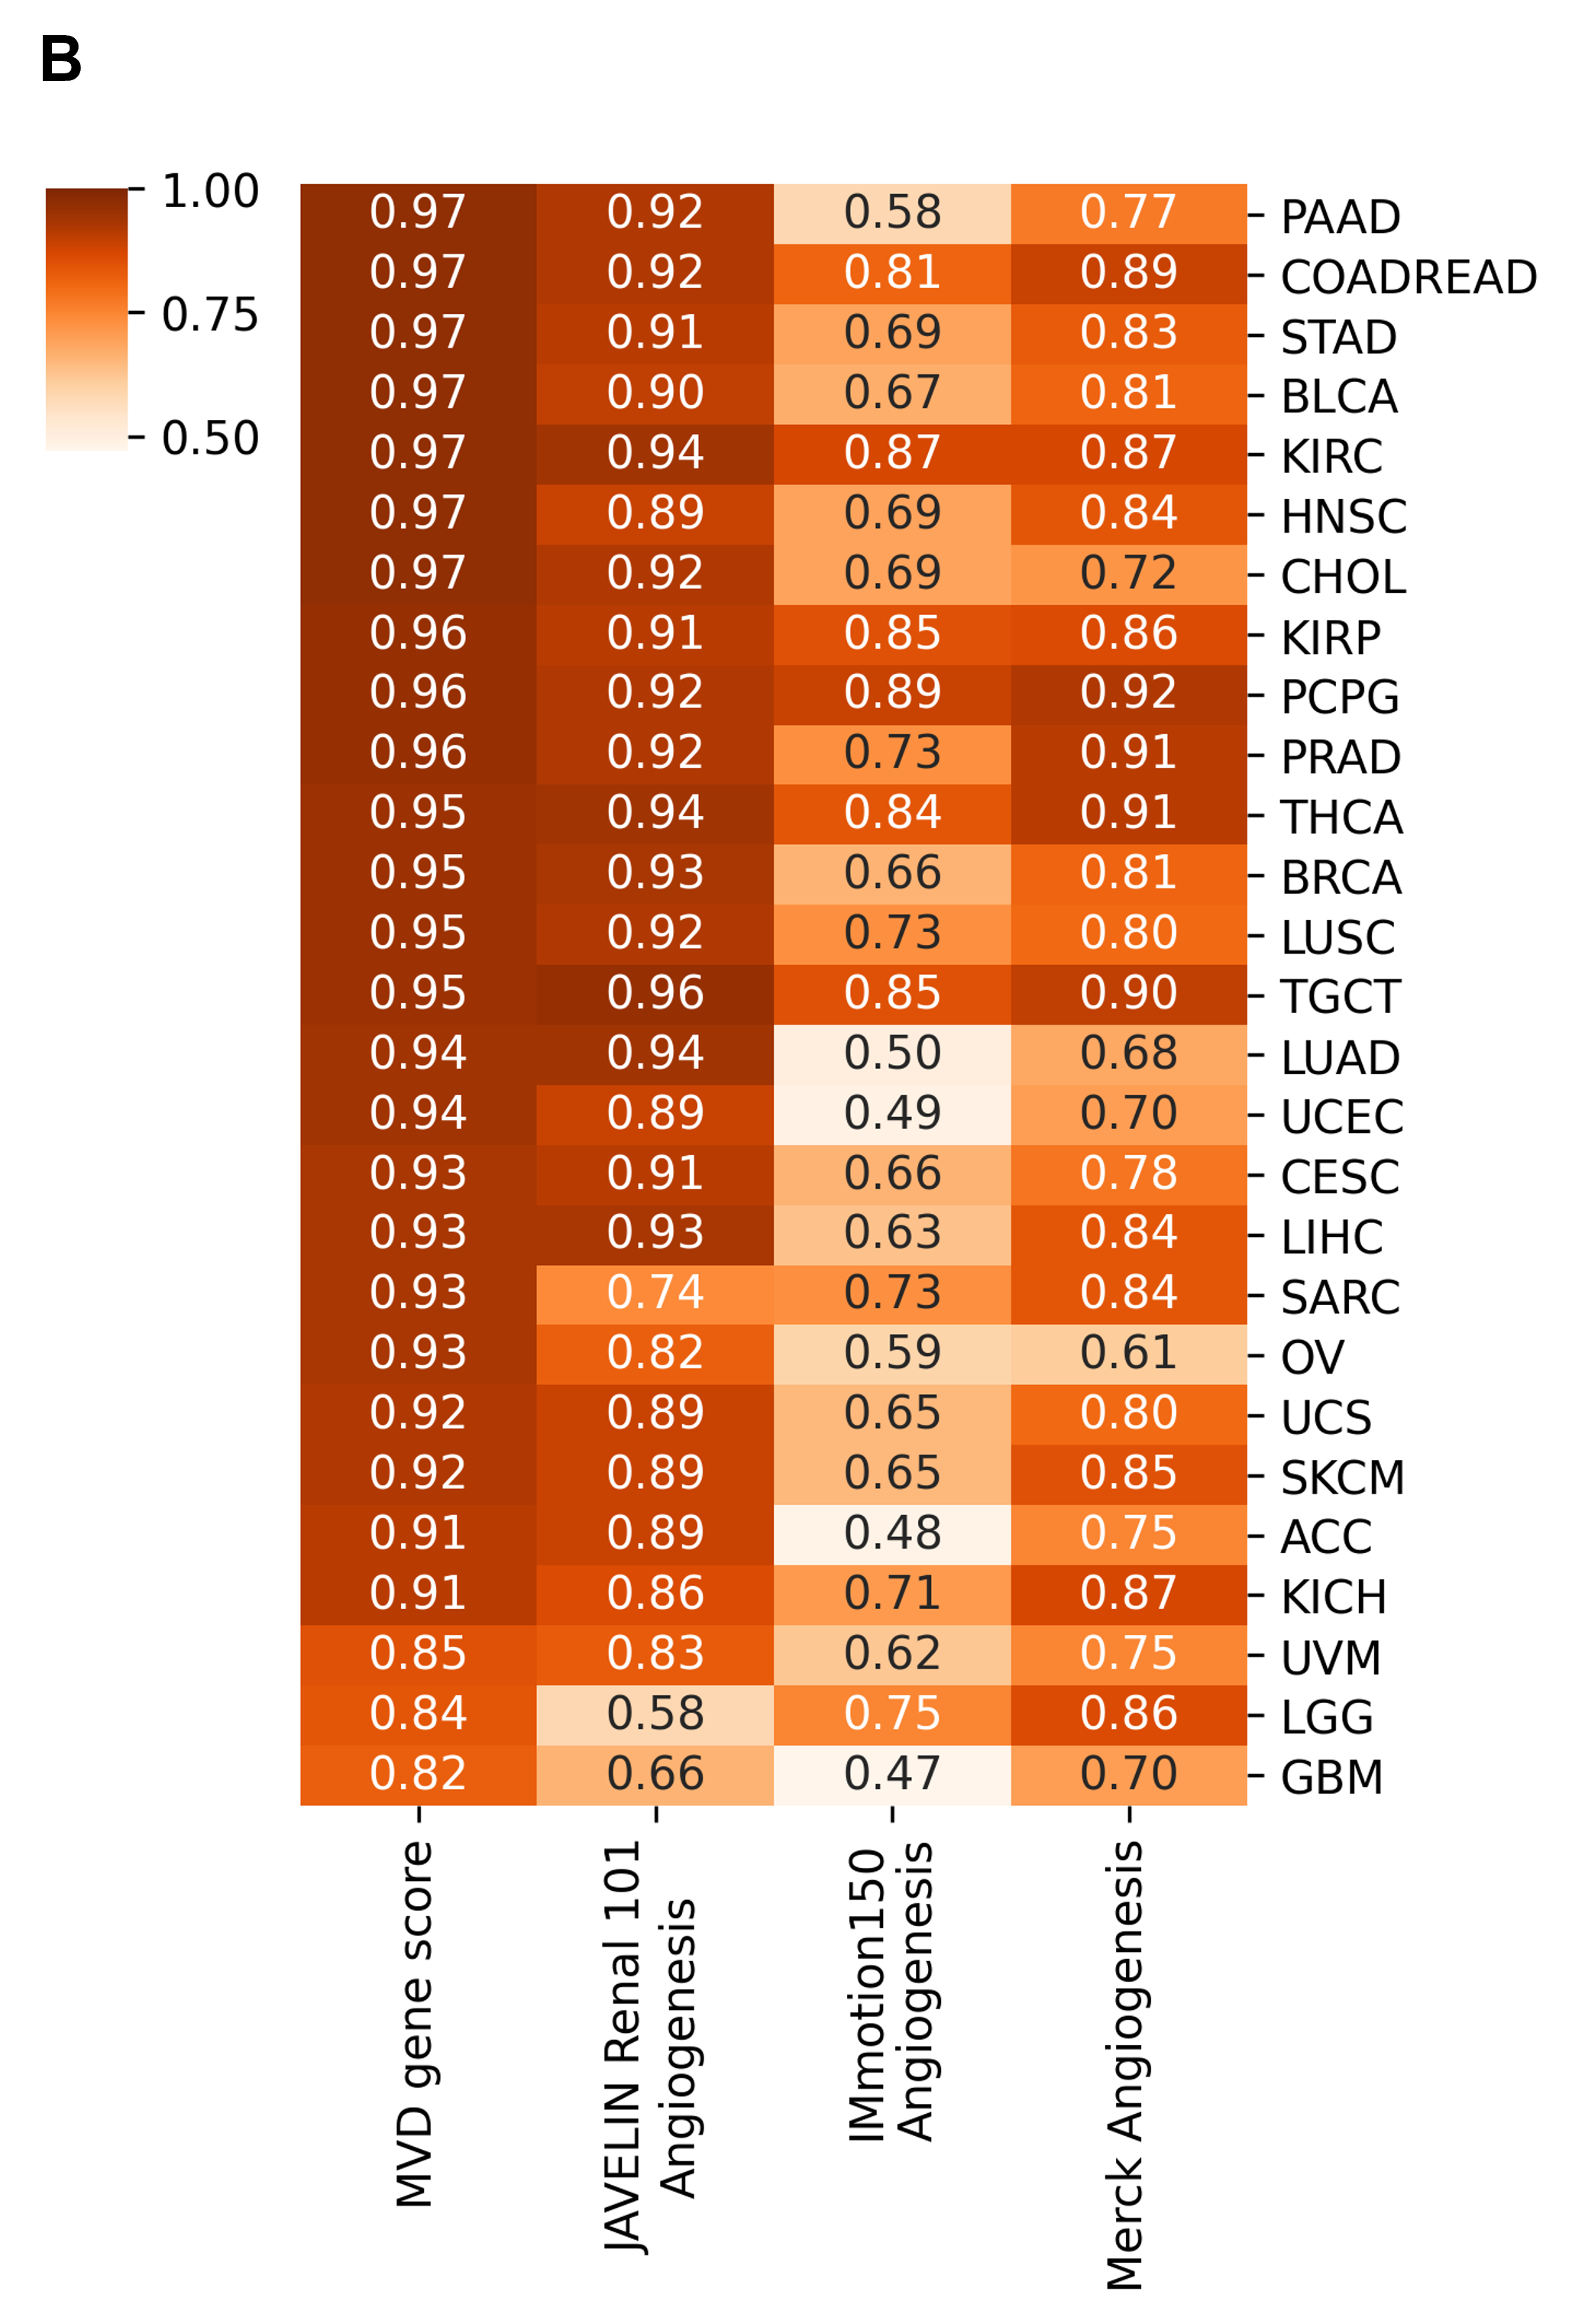

**Supplementary Figure S3. Comparison of MVD gene score and other angiogenesis signatures.** A, Correlation of MVD(IHC) and angiogenesis gene signatures from previous studies. Angiogenesis gene signatures were computed from gene expression data of commercially available FFPE samples of human tumor tissues. B, Correlation of the EC score in cell deconvolution data and angiogenesis-related gene signatures. Four angiogenesis-related gene signatures, including the MVD gene score, were computed from gene expression data of solid tumor types in the TCGA pan-cancer dataset. The correlation coefficient of each angiogenesis signature and EC score was computed for each tumor type for which cell deconvolution data were available and is shown as a heatmap. LAML: Acute Myeloid Leukemia; ACC: Adrenocortical carcinoma; BLCA: Bladder urothelial carcinoma; LGG: Brain lower grade glioma; BRCA: Breast invasive carcinoma; CESC: Cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL: Cholangiocarcinoma; COADREAD: Colon adenocarcinoma and rectum adenocarcinoma; ESCA: Esophageal carcinoma; GBM: Glioblastoma multiforme; HNSC: Head and neck squamous cell carcinoma; KICH: Kidney chromophobe; KIRC: Kidney renal clear cell carcinoma; KIRP: Kidney renal papillary cell carcinoma; LIHC: Liver hepatocellular carcinoma; LUAD: Lung adenocarcinoma; LUSC: Lung squamous cell carcinoma; DLBC: Lymphoid Neoplasm Diffuse Large B-cell Lymphoma; MESO: Mesothelioma; OV: Ovarian serous cystadenocarcinoma; PAAD: Pancreatic adenocarcinoma; PCPG: Pheochromocytoma and paraganglioma; PRAD: Prostate adenocarcinoma; SARC: Sarcoma; SKCM: Skin cutaneous melanoma; STAD: Stomach adenocarcinoma; TGCT: Testicular germ cell tumors; THYM: Thymoma; THCA: Thyroid carcinoma; UCS: Uterine carcinosarcoma; UCEC: Uterine corpus endometrial carcinoma; UVM: Uveal melanoma.

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Figure S4 — Distributions of TcellinfGEP in the 12 syngeneic mouse tumor models and MVD gene score and TcellinfGEP across pan-cancer dataset.

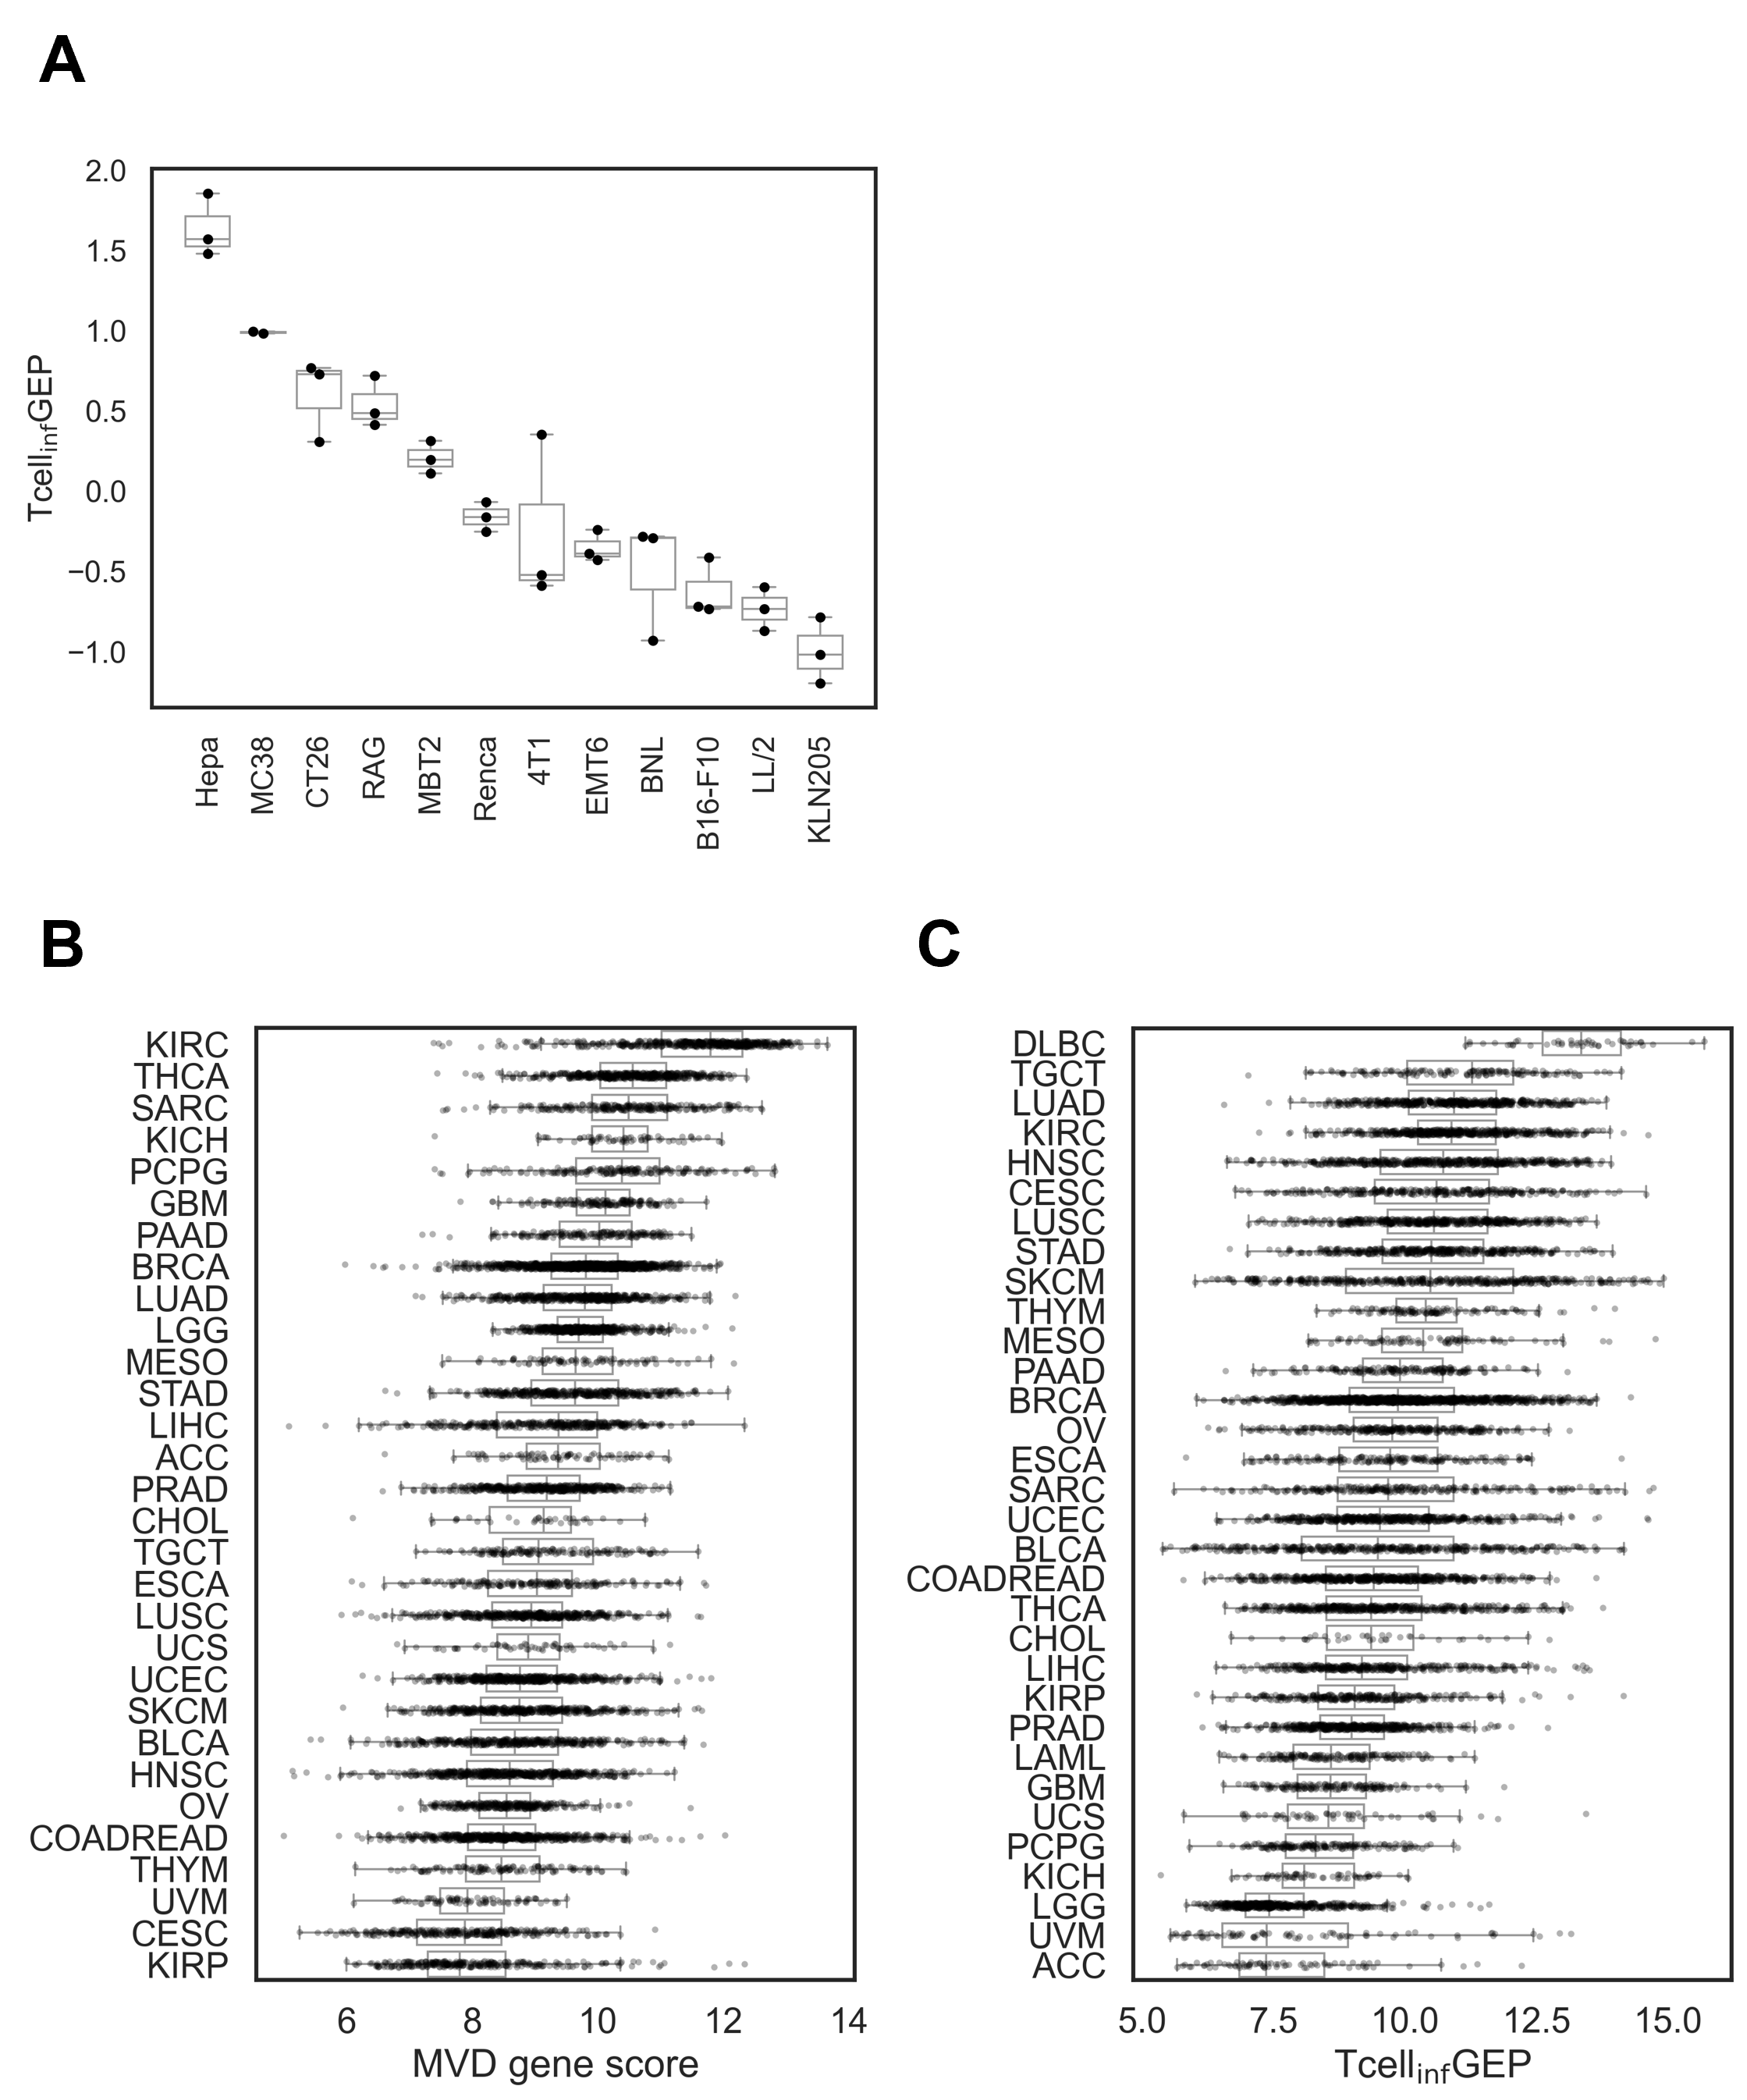

**Supplementary Figure S4. Distributions of Tcell_inf_GEP in the 12 syngeneic mouse tumor models and MVD gene score and Tcell_inf_GEP across pan-cancer dataset.** A, Tcell_inf_GEP in the 12 mouse syngeneic tumor models. Distribution of B, MVD gene score; C, Tcell_inf_GEP across the pan-cancer dataset. Gene signatures were computed using the gene expression data from TCGA pan-cancer dataset. LAML: Acute Myeloid Leukemia; ACC: Adrenocortical carcinoma; BLCA: Bladder urothelial carcinoma; LGG: Brain lower grade glioma; BRCA: Breast invasive carcinoma; CESC: Cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL: Cholangiocarcinoma; COADREAD: Colon adenocarcinoma and rectum adenocarcinoma; ESCA: Esophageal carcinoma; GBM: Glioblastoma multiforme; HNSC: Head and neck squamous cell carcinoma; KICH: Kidney chromophobe; KIRC: Kidney renal clear cell carcinoma; KIRP: Kidney renal papillary cell carcinoma; LIHC: Liver hepatocellular carcinoma; LUAD: Lung adenocarcinoma; LUSC: Lung squamous cell carcinoma; DLBC: Lymphoid Neoplasm Diffuse Large B-cell Lymphoma; MESO: Mesothelioma; OV: Ovarian serous cystadenocarcinoma; PAAD: Pancreatic adenocarcinoma; PCPG: Pheochromocytoma and paraganglioma; PRAD: Prostate adenocarcinoma; SARC: Sarcoma; SKCM: Skin cutaneous melanoma; STAD: Stomach adenocarcinoma; TGCT: Testicular germ cell tumors; THYM: Thymoma; THCA: Thyroid carcinoma; UCS: Uterine carcinosarcoma; UCEC: Uterine corpus endometrial carcinoma; UVM: Uveal melanoma.

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Figure S5 — Relative body weight measurements during treatment.

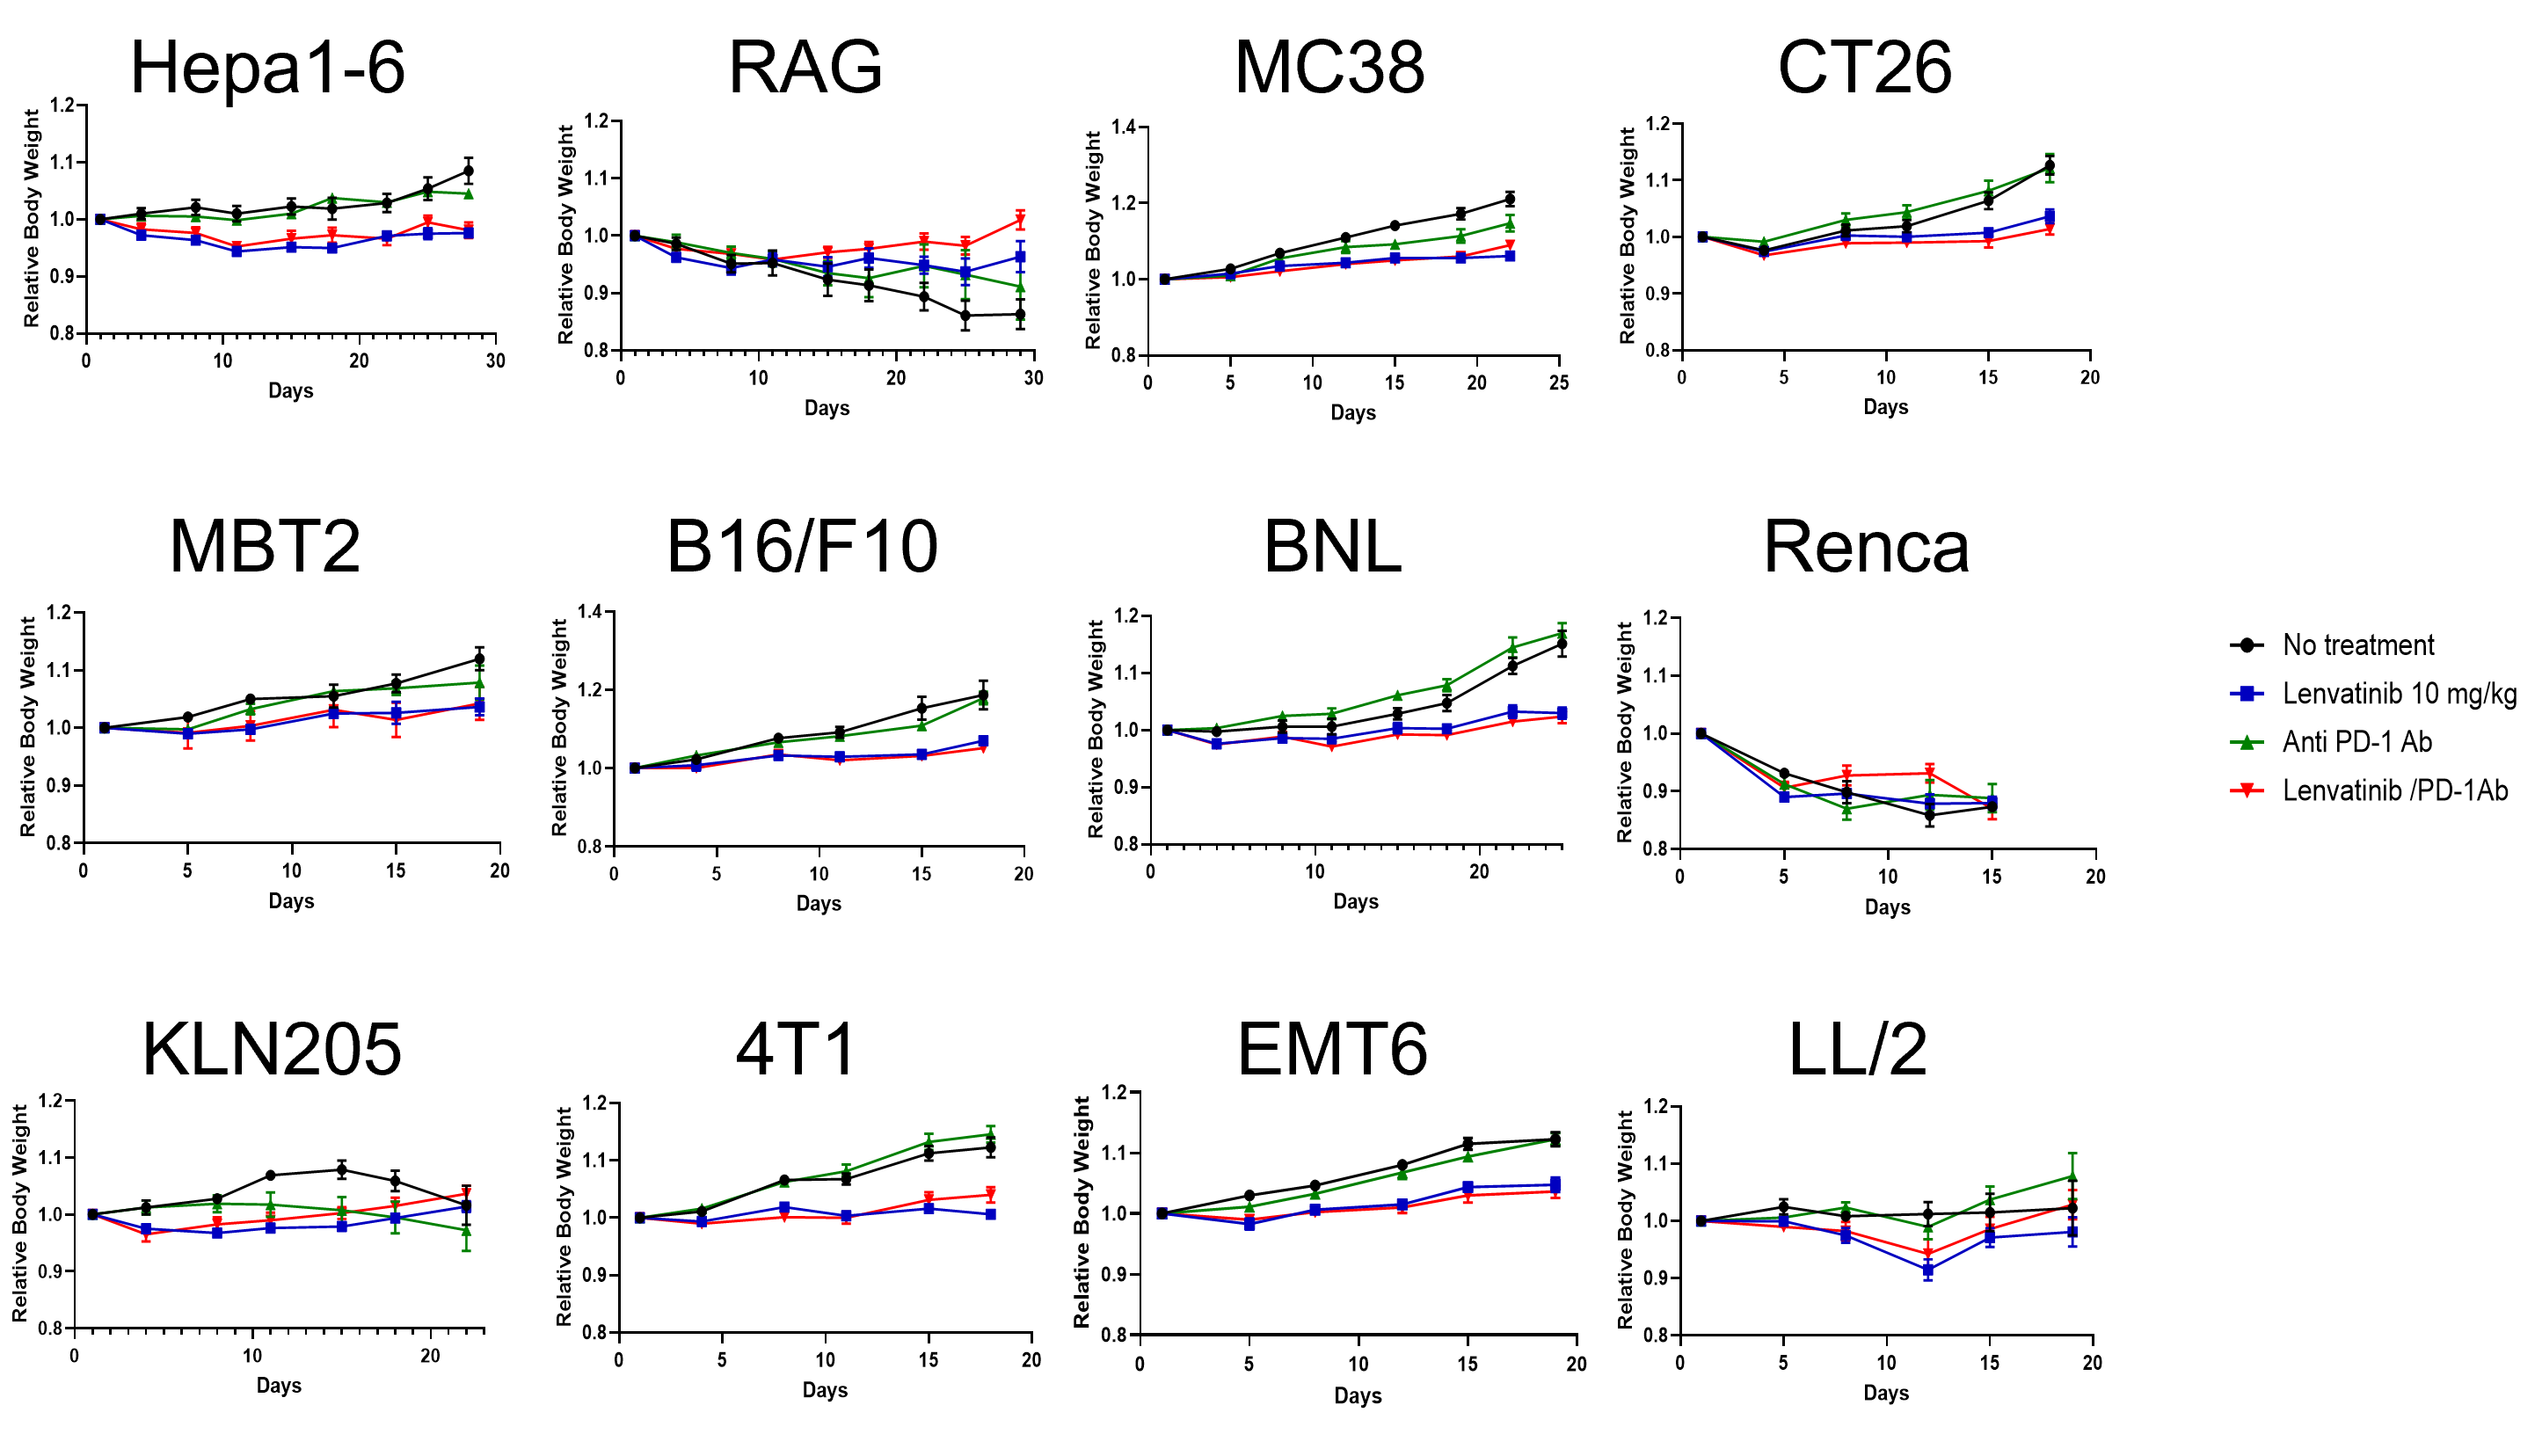

**Supplementary Figure S5.** **Relative body weight measurements during treatment.** Relative body weight of No treatment, Lenvatinib 10 mg/kg, anti-PD-1 Ab 200 μg/head, and their combination groups. Data are shown as mean ± SEM (n = 8).

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Table S1 — Mouse cancer cell lines.

| **Mouse cancer cell name** | | **Purchased from** | **Subcutaneous transplantation to** |
| --- | --- | --- | --- |
| **Hepa 1-6** | HCC | ATCC | C57L/J, male |
| **BNL 1ME A.7R.1** | HCC | ATCC | BALB/cAnNCrlCrlj, male |
| **RAG** | RCC | ATCC | BALB/cAnNCrlCrlj, female |
| **Renca** | RCC | ATCC | BALB/cAnNCrlCrlj, female |
| **KLN205** | Lung cancer | ATCC | DBA/2NCrl, female |
| **LL/2** | Lung cancer | ATCC | C57BL/6JCrl, female |
| **CT26.WT** | CRC | ATCC | BALB/cAnNCrlCrlj, female |
| **MC38** | CRC | Karefast | C57BL/6NCrl, female |
| **EMT6** | Breast cancer | ATCC | BALB/cAnNCrlCrlj, female |
| **4T1** | Breast cancer | ATCC | BALB/cAnNCrlCrlj, female |
| **MBT2** | Bladder cancer | JCRB | C3H/HeNCrl, female |
| **B16-F10** | Melanoma | ATCC | C57BL/6NCrl, female |

**Supplementary Table S1. Mouse cancer cell lines**

# Supplementary material for: Development of a Microvessel Density Gene Signature and Its Application in Precision Medicine
**Source:** Cancer Res Commun. 2025 Mar 5;5(3):398–408. doi: 10.1158/2767-9764.CRC-24-0403
**Supplement:** Supplementary Table S2 — Tumor types and number of human FFPE samples.

| **Clinical diagnosis of human tumor samples** | **#Samples** |
| --- | --- |
| Thyroid Cancer | 20 |
| Breast Cancer | 3 |
| Cervical Cancer | 3 |
| Endometrial Cancer | 3 |
| Glioblastoma | 2 |
| Head and Neck Cancer | 3 |
| Melanoma | 1 |
| Non-small Cell Lung Cancer | 3 |
| Ovarian Cancer | 3 |
| Pancreatic Cancer | 3 |
| Renal Cell Carcinoma | 3 |

**Supplementary Table S2. Tumor types and number of human FFPE samples**

How the deposited data were processed for this re-analysis (not part of the article)

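RNA was sequenced from subcutaneous tumors of 12 mouse syngeneic models. There were 35 treatment-naive tumors of about 100 mm3, and 36 NT and 36 LEN tumors collected on day 8, after 7 days of LEN at 10 mg/kg per day. Each group held 3 tumors, except for treatment-naive MC38 with 2, and no tumor in the table was left out. The authors prepared libraries depleted of ribosomal RNA and sequenced them on NovaSeq and NextSeq instruments. They checked the reads with FastQC 0.11.5, trimmed them with Trimmomatic 0.36, mapped them to the mouse genome of Ensembl release 88 with STAR 2.5.2b and estimated expression with RSEM 1.2.31. The authors deposited the result as TPM for 50686 genes in each of the 107 tumors. The columns sum to between 999999 and 1000000, and TPM keeps no sequencing depth, so the depth per tumor and the counting precision are unknown. The gene taking most of a tumor took between 6.89% and 24.2% of its TPM, and it was the non-coding RNA Rn7s1 in 78 tumors and Rn7sk in 26. The 24.2% was Gm26917 in LEN tumor 4 of 4T1, which also had the lowest protein-coding share of all tumors, 27.5%. Its MVD gene score was 2.17, against 2.64 and 2.65 in the other LEN tumors of 4T1. No pair of tumors had more than 95 percent of its values identical (0 pairs).

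Gene types and positions were taken from GENCODE M21, which has a record for 50376 of the genes, 21764 of them protein-coding. Values were analyzed as log2(TPM + 1). The MVD gene score is the mean of this value over Cdh5, Eng, Kdr, Pcdh12, Sparcl1 and Tek. Tcell_inf_GEP is the mean z-score of 18 genes over the treatment-naive tumors, and for the effect of LEN the mean of log2(TPM + 1) of the same genes. The list of 18 genes and the mouse counterparts of the human HLA genes were written from general knowledge of the profile. MVD(IHC) and ΔT/C were read by eye from the figures of the paper.

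LEN was compared with NT by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), over genes with a mean TPM of at least 1 in the fitted tumors. Each model was fitted alone, and all 72 day 8 tumors were fitted together as 24 groups. The second fit gave the mean effect over models, the F test of 11 contrasts for a difference between models, and gene set tests by fry. The day 8 NT tumors were compared with the treatment-naive tumors in the same way over 17428 genes. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Relations across the 12 models were tested with 100000 permutations, and 12 such relations form 1 family. Groups of models were compared by two-sided exact permutation tests. These computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

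The genes named individually follow a rule set before the data were examined. They are the 6 genes of the score, every gene named in the paper's text, the 20 EC-related genes with the highest correlation with MVD(IHC), Pecam1, the genes of the receptors that LEN targets, the 18 genes of Tcell_inf_GEP, and the 5 genes with the largest mean fall and the 5 with the largest mean rise among genes with an adjusted p under 0.05 that changed the same way in all 12 models. Some genes covered by this rule are not reported here. The tests of the main comparisons and the alternatives, except those named here as added, were also set at that time. Other tests came later, and the parts that give them name those chosen after the result was seen. The alternatives were a pseudocount of 0.1, no minimum or a minimum of 5 on the mean TPM, rescaling by the upper quartile of the genes above 0, no mean-variance trend, the replicate number within a model as a block, log2 of the mean TPM of a model, the score without each gene, Spearman's rho, readings moved at random (by up to 10 for MVD(IHC) and 2 percentage points for ΔT/C), other forms of Tcell_inf_GEP, the study's own two-group test on the score, and leaving out each tumor or each model. The replicate numbers come from the labels of the tumors. Rescaling over the protein-coding genes, a score of Cdh5, Kdr, Pcdh12 and Tek, and the study's own two-group test on ΔT/C were added after seeing the data.

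The code was tested on simulated data. With 200 changed genes among 17352, limma recovered 97.5% of them, 7.86% of the called genes were not changed, and 4.75% of the unchanged genes had an unadjusted p under 0.05. The simulated changes were large, with median estimates of 0.99 and -0.96, so the recovery of single genes with smaller changes was not measured. Of 200 sets of unmoved genes, 6% had a p under 0.05, and 0 models were called when the score had no change. The correlation code recovered 100% of 200 related genes among 365, with 1.96% of its calls not related. These relations were simulated with a signal well above the noise and in most of the genes. The recovery therefore does not measure the power to find weaker or rarer relations. It does not show that EC-related genes over the adjusted threshold are unrelated to MVD(IHC). With no relation simulated, 6.03% of genes had an unadjusted p under 0.05 and 0 were called. Human samples, single-cell data, immunohistochemistry and tumor volumes were not analysed here, apart from the values read from figures.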

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

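The test of the 4-gene score, the other groupings of tumors with the common LEN effect removed, the protein-coding rescaling of the mean Tcell_inf_GEP and the tests of the monocyte and neutrophil sets were chosen only after the result was seen.

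The fall of the MVD gene score after LEN differed between the models in the limma F test (n = 72 tumors, F = 2.39, p = 0.01765). To see how often other groupings give as large an F, NT and LEN labels were reassigned within the models, and 60 splits that part the 20 same-numbered pairs of NT and LEN tumors were compared, the real one included. Of these, 11 had an F as large. Among the real split and 40 others drawn without regard to the pairs, 1 of 41 did. When the LEN effect common to the models was first removed, 1 of 60 splits had an F as large, and 4 of 41 among those drawn without regard to the pairs. Rescaling over protein-coding genes (p = 0.01405), a pseudocount of 0.1 (p = 0.03485), and leaving out single tumors (highest p = 0.04973) left the F test of the day 8 tumors (n = 72, or 71 with a tumor left out) under 0.05, so the share of non-coding RNA, the pseudocount and a single tumor do not fully explain it. A score of Cdh5, Kdr, Pcdh12 and Tek gave p = 0.03398 (n = 72 tumors), so the difference is not fully explained by Eng and Sparcl1. With the replicate number as a block, F fell to 1.59, but that fit rests on the 20 same-numbered pairs and could not decide. While the common effect is in the data, mixed labels turn it into differences between models (median F of the other splits 1.31, against 0.77 after removal), so the splits after removal are the closer comparison. They seldom gave an F as large when the pairs were parted, and they were chosen after the result was seen, so chance is not excluded.

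Tcell_inf_GEP was measured on day 8 as the mean log2(TPM + 1) of its genes, which the paper does not report. Averaged over the models, it was higher after LEN by 0.32 (limma, n = 72 tumors, p = 0.000281), with a higher mean in 7 of 12 models, and 1 of the 60 splits gave a mean change as large. After rescaling over protein-coding genes the limma p was 7.001e-05 (n = 72 tumors), so the share of non-coding RNA does not fully explain the rise. A T cell marker set was also higher (median log2 change 0.37, 7 of 7 genes higher, limma fry adjusted p = 0.000121), as a larger share of T cell RNA would give. TPM gives shares, so the amount of T cell RNA per tumor is unknown. Cells were not counted, and a fall of other cell types would raise the same values.

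The LEN effect on Tcell_inf_GEP also differed between the models (limma F test, n = 72 tumors, F = 3.14, p = 0.00268). The rise was 1.47 in B16-F10 (limma adjusted p = 5.78e-05), 0.91 in EMT6 (limma adjusted p = 0.0164) and 0.82 in BNL 1ME A.7R.1 (limma adjusted p = 0.0269), where it was 0.64 with upper-quartile rescaling (limma adjusted p = 0.0873). Of the 72 fits that each left out one tumor, 4 put BNL 1ME A.7R.1 over the threshold (highest limma adjusted p = 0.1132). EMT6 was over it in 1 of these fits (limma adjusted p = 0.0552), and B16-F10 stayed under it (highest limma adjusted p = 0.00266). Rescaling over protein-coding genes gave p = 0.001938 in this F test (n = 72 tumors), and the highest p with a single tumor left out was 0.01338. Of the 60 splits, 5 had an F as large, and 3 did after removal of the common LEN effect. Among the splits drawn without regard to the pairs, 2 of 41 did, and 1 of 41, the real one, after removal. The splits that part the pairs leave chance not excluded. A larger rise in models with a lower Tcell_inf_GEP before treatment was not seen (r = -0.142, permutation p = 0.6507, adjusted p = 0.667 over 12 relations, rho = 0.0699 with permutation p = 0.836, and r = -0.257 without Hepa 1-6 and MC38).

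The MVD gene score of NT tumors on day 8 differed from that of treatment-naive tumors by amounts that depended on the model (limma F test, n = 71 tumors, p = 6.605e-05). It was higher by 0.44 in BNL 1ME A.7R.1 (limma adjusted p = 0.0434), and this rise was over the threshold at a pseudocount of 0.1 (limma adjusted p = 0.135), with upper-quartile rescaling (limma adjusted p = 0.320), with protein-coding rescaling (limma adjusted p = 0.556), and in the score without Pcdh12 (limma adjusted p = 0.0554) or Sparcl1 (limma adjusted p = 0.501). The change was -0.72 in EMT6 (limma adjusted p = 0.00107), -0.71 in Renca (limma adjusted p = 0.00107) and -0.50 in LL/2 (limma adjusted p = 0.0243). The change in LL/2 was over the threshold in the score without Pcdh12 (limma adjusted p = 0.0554) or Sparcl1 (limma adjusted p = 0.0935). Only the real split of the 60 that part the 25 same-numbered pairs of these tumors, 1 in all, had an F as large. Rescaling over protein-coding genes (n = 71 tumors, p = 7.595e-05) and leaving out single tumors (highest p = 0.0001897) did not remove the difference between models. Over the 12 models, the shift of the score and the shift of the protein-coding share had an r of 0.244 (permutation p = 0.440, adjusted p = 0.528 over 12 relations) and a rho of 0.287 (permutation p = 0.366). Without EMT6 and KLN205, r was 0.647 (permutation p = 0.0420), so a part of the share of non-coding RNA in the difference is not excluded. Between these collections, 4973 of 17428 genes were shifted on average over the models, 2002 lower and 2971 higher on day 8. The collections differ in time and may differ in batch, so growth of the tumors cannot be told apart from a separate collection.

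Of the 17351 genes tested, 1712 were lower and 2371 higher after LEN, and 1 of 60 splits gave as many in either direction. The other splits of the 60 gave at most 534 lower and 153 higher genes. The 40 splits drawn without regard to the pairs gave at most 890 lower and 195 higher genes. A single split of the 60, the real one, was also as large for the number of models with a lower score (1 split, others at most 3 models), for the mean change of the score (1 split) and for the median change of the EC-related genes (1 split). Among genes higher in all 12 models, large mean rises were in Ly6c2 (1.02), F10 (0.92), Chil3 (0.90) and Gm21320 (0.89). In limma fry tests of marker sets, hypoxia genes were higher (median 0.53, 10 of 10 genes, adjusted p = 7.861e-11), as were neutrophil (median 0.52, 6 of 6 genes, adjusted p = 2.449e-07), NK cell (median 0.32, 5 of 5 genes, adjusted p = 0.0003873) and monocyte genes (median 0.20, 5 of 6 genes, adjusted p = 0.003439). Hypoxia and a larger share of RNA of these cell types are candidate sources of the rises. Macrophage genes were lower in place of higher (median -0.39, 6 of 7 genes, fry adjusted p = 4.369e-06), which gives no sign of a larger share of macrophage RNA. Fibroblast and pericyte genes were lower (median -0.22, 5 of 8 genes, adjusted p = 0.003092). A change in the mixture of cells cannot be told apart from regulation within cells in these data.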

How the results depend on the processing

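The protein-coding rescaling, the study's own two-group test on ΔT/C and the comparison of Tcell_inf_GEP between same-numbered tumors were chosen only after the results were seen. Over the alternatives other than leaving out tumors or models, 169 values of the comparisons kept their direction and side of the threshold or stayed within their limits, 1 was weaker, 2 were stronger and 4 counts or values moved. For single genes and models, 715 were kept, 18 were weaker, 2 stronger and 11 reversed. The mean LEN effect on the MVD gene score ranged from -0.87 to -0.55 over 13 alternatives, and the correlation of the score with MVD(IHC) from 0.594 to 0.810 over 12. The number of models with a lower score was 10 or 11 over 15 alternatives. The depth is unknown, which limits what can be said of genes with low TPM such as Tek. The cause was not tested for any of the changes given here, unless stated.

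Genes lower after LEN numbered 3163 with upper-quartile rescaling (2279 higher) and 2645 with protein-coding rescaling (2556 higher), against 1712 lower and 2371 higher with TPM as deposited. The median change of all genes was -0.020, -0.0066 and -0.0019 in these settings. At a pseudocount of 0.1, 1 EC-related gene was correlated with MVD(IHC) after adjustment against 0 at a pseudocount of 1, where 26 had an unadjusted p under 0.05. The count was from 0 to 1 across the 35 fits that each left out one tumor. Across the 12 fits that each left out one model, it was 0 in each, and the genes of the score among the 20 highest correlations numbered from 1 to 3.

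The difference in ΔT/C between the score-high and score-low models was from -33.9 to -6.94 percentage points across the 12 fits that each left out one model. Each fit picked the score-high models again from those that remained. With the study's own two-group test in place of the exact test, p was 0.0398 for the difference of -30.4, and p ranged from 0.0398 to 0.518 over the 12 alternatives. By Spearman's rho, Tcell_inf_GEP and the MVD gene score were related at -0.601 (permutation p = 0.0414), with p from 0.0414 to 0.203 over 13 alternatives.

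Same-numbered NT and LEN tumors are different mice, and a replicate block treats them as pairs. With this block, the limma F of the difference between models in the LEN effect on the score was 1.59 (n = 72 tumors, p = 0.235), against 2.39 (p = 0.0176) without it, and 1180 genes were lower and 1280 higher. The F of the difference in the LEN effect on Tcell_inf_GEP was 31.8 with it (limma, n = 72 tumors, p = 2.27e-06). The block also turned the change of Tcell_inf_GEP to 0.12 in 4T1, -0.37 in CT26.WT and -0.74 in RAG. The values of 4T1 and RAG are each a single LEN tumor against a single NT tumor, and that of CT26.WT rests on 2 pairs. These reversals therefore cannot separate pairing from the loss of the other tumors. The mean change turned to -0.019 in Ido1 and -0.14 in Lag3. Deviations of same-numbered tumors from their group means had a mean r of 0.0062 over genes in 20 pairs, against -0.0014 in 88 differently numbered pairs. The deviations of the score had an r of 0.380 (permutation p = 0.0973) and a rho of 0.215 (permutation p = 0.359), with an r of 0.268 without the 2 pairs farthest from the median (permutation p = 0.286). Those of Tcell_inf_GEP had an r of 0.0633 (permutation p = 0.792) and a rho of 0.0902 (permutation p = 0.705), with an r of 0.395 without 2 pairs (permutation p = 0.104). The adjusted p over these 2 relations was 0.195 for the score and 0.792 for Tcell_inf_GEP. Pairing was not shown, and a weak pairing is not excluded.

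The change of Tcell_inf_GEP in 4T1, -0.0060 with TPM as deposited, was 0.0078 at a pseudocount of 0.1, 0.044 with upper-quartile rescaling and 0.17 with protein-coding rescaling. The day 8 against treatment-naive change of the score turned to 0.0077 in MBT2 and 0.0093 in CT26.WT with upper-quartile rescaling, and to 0.028 in CT26.WT with protein-coding rescaling. Across the 72 fits that each left out one tumor, the change of Tcell_inf_GEP was from -0.17 to 0.25 in 4T1, from -0.31 to 0.073 in LL/2, from -0.27 to 0.069 in MBT2, from -0.20 to 0.040 in MC38, from -0.32 to 0.66 in CT26.WT and from -0.057 to 0.74 in RAG, and that of Lag3 from -0.0052 to 0.090. The day 8 change of the score in MBT2 was from -0.18 to 0.17 across the 71 fits that each left out one tumor.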

Differences from the paper's values

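The study's own two-group test on ΔT/C was chosen only after the result was seen. Of the scores read from Fig. 2C and Fig. 3A, 0 of 36 differed from the computed one by the limits used here, with a largest gap of 0.053. For BNL 1ME A.7R.1, the computed treatment-naive score was 4.28 against about 4.3 in Fig. 2C, read by eye.

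The paper counts 10 models with a lower MVD gene score after LEN, and 11 were counted here. EMT6, which is not starred in Fig. 3A, had a limma adjusted p of 0.0372. Of the alternatives set before the data were examined, the count was 10 with the study's own two-group test, with no minimum on TPM, with a minimum of 5, with the score without Pcdh12, and in the fits that left out a single tumor in 5 cases for EMT6 and 2 for 4T1.

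The paper gives P = 0.038 for ΔT/C between the score-high and score-low models, and the exact permutation test gave 0.05. The study's own two-group test gave 0.0398, and it was chosen after seeing the values. Of the alternatives set before the data were examined, the exact permutation p was under 0.05 in 3 of the 12 fits that each left out one model.

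The paper places MBT2 among the models with a high Tcell_inf_GEP, and its mean z-score here was -0.0259. It was above 0 at a pseudocount of 0.1 (0.0115), with centered log2 values (0.0422) and in 4 of the 35 fits that each left out one tumor. It was -0.186 with upper-quartile rescaling and -0.181 with protein-coding rescaling, the latter chosen after seeing the values. In both of these rescalings 5 models were above 0, and neither MBT2 nor any MVD-high model was among them. A model that the paper places low in both MVD and Tcell_inf_GEP was therefore above 0 there. With the models split at the median in place of 0, MBT2 at rank 5 was in the upper group, and so was Renca at rank 6, whereas the paper places Renca among the models with a low Tcell_inf_GEP. Fig. 4A shows CT26.WT slightly above RAG in Tcell_inf_GEP, and the values here were 0.257 and 0.622, with CT26.WT above RAG in 0 of the 42 settings. The gene list behind these values was not taken from the study.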

Other observations

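The tests of the gap between Eng with Sparcl1 and the other genes of the score were chosen only after the result was seen.

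The EC-related genes fell unequally after LEN. A hypothesis was that genes less restricted to the EC cluster fall less, because other cells also express them. Across 326 genes, which are not independent replicates, the paper's log2 fold change in Supplementary Table S3 and the mean LEN effect had a rho of -0.402 (permutation p = 1e-05, the smallest these permutations can give). At a pseudocount of 0.1 rho was -0.453. Genes with a high fold change had lower TPM (rho -0.378 across the same genes), so compression by the pseudocount mostly works against the relation, and this setting could not test it. The relation is consistent with expression outside the endothelium, and it was not tested in other single-cell data.

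Eng and Sparcl1 fell less than the other 4 genes of the score by a mean of 0.27 (limma, n = 72 tumors, p = 3.64e-09), in 9 of 12 models. The gap was uneven. It was 1.00 in BNL 1ME A.7R.1 and in B16-F10, 0.56 in Hepa 1-6, 0.52 in KLN205, 0.36 in 4T1 and 0.16 in RAG. In EMT6, LL/2 and CT26.WT it was 0.05, 0.07 and 0.08, and in Renca, MBT2 and MC38 it was below 0. At a pseudocount of 0.1 the mean gap was 0.53, with a gap above 0 in 11 of 12 models. On average over the models the other 4 genes have the lower TPM, although Cdh5 exceeds Eng and Sparcl1 in NT tumors of CT26.WT, MC38 and EMT6, so compression of low values would mostly narrow the gap, and this setting could not test it. Expression outside the EC cluster may contribute, as the paper's fold changes of these genes are the lowest of the 6, with 7.006 the higher of the pair. The genes were chosen for this gap after their values were seen, and Tek fell less than Sparcl1, so the test does not settle it.

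The genes of the score were chosen on the same tumors in which the score was compared with MVD(IHC). In the NT tumors of day 8, which were not used for that choice, the score had an r of 0.668 with MVD(IHC) (permutation p = 0.01289, adjusted p = 0.0516 over 12 relations) and a rho of 0.399 (permutation p = 0.201). Without BNL 1ME A.7R.1 and Renca r was 0.235 (permutation p = 0.518), so the relation rests on these models. As the models are the same ones, an influence of the choice is not excluded. Of 10000 random sets of 6 EC-related genes, 0.44% had an r as high as the score, with a median r of 0.228, and as the genes were partly chosen by their r this comparison cannot separate the choice from the biology. A score of Kdr, Cdh5 and Tek alone, which were not chosen by their correlation, had an r of 0.485 (permutation p = 0.1103, adjusted p = 0.245) and a rho of 0.308 (permutation p = 0.331), with an r of -0.121 without the same models.

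The order of the models held in part between the collections. The mean score of NT tumors on day 8 and of treatment-naive tumors had an r of 0.788 (permutation p = 0.00091, adjusted p = 0.0109) and a rho of 0.783 (permutation p = 0.00361), and r was 0.629 without BNL 1ME A.7R.1 and Renca (permutation p = 0.0521).

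A larger fall of the score after LEN in models more sensitive to LEN was not seen. The change of the score and ΔT/C, read by eye from Fig. 1A, had an r of -0.141 (permutation p = 0.6666, adjusted p = 0.667) and a rho of -0.217 (permutation p = 0.499), and r was -0.0810 without Renca and Hepa 1-6. The score of NT tumors on day 8 and ΔT/C had an r of -0.636 (permutation p = 0.0316, adjusted p = 0.0948) and a rho of -0.469 (permutation p = 0.128), and r was -0.266 without BNL 1ME A.7R.1 and B16-F10 (permutation p = 0.463), so the relation rests on these models.

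Among the genes of Tcell_inf_GEP, Cd274 and Pdcd1lg2, which encode the ligands of PD-1, were higher after LEN in 12 of 12 models. Their mean log2 changes were 0.59 (limma adjusted p = 1.77e-05) and 0.56 (limma adjusted p = 0.000131).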
